# Transcriptome analysis of *Arabidopsis* mutants suggests a crosstalk between ABA, ethylene and GSH against combined cold and osmotic stress

**DOI:** 10.1038/srep36867

**Published:** 2016-11-15

**Authors:** Deepak Kumar, Saptarshi Hazra, Riddhi Datta, Sharmila Chattopadhyay

## Abstract

The involvement of ethylene and abscisic acid in providing stress tolerance and defence response to plants is widely recognized. However, little is known about the cross-talk between glutathione with ethylene and abscisic acid to combat stress *in planta*. Here, transcriptome analysis of combined cold and osmotic stress treated *Arabidopsis* mutants were carried out to elucidate the crosstalk between the abscisic acid, ethylene and glutathione. Microarray experiment revealed the differential regulation of about 2313 and 4131 transcripts in *ein*2 (ethylene insensitive mutant) and *aba*1.6 (abscisic acid mutant) respectively. Functional analysis exposed common down-regulated stress and defence, secondary metabolite biosynthesis viz. phenylpropanoid, lignin and flavonols, redox and transcription factors related genes in *ein*2, *aba*1.6 and *pad2*.1 (glutathione mutant) in response to combined stress treatment. The reduced glutathione content was less in stress treated mutants in comparison to Col-0. Again, selective down-regulated transcripts in stress treated mutants were noted up-regulated after glutathione feeding. Some of the important differentially expressed genes were also validated by comparative proteomics analysis of stress treated mutants. In summary, our results suggested the role of ethylene and abscisic acid in inducing stress-responsive genes and proteins by activating glutathione biosynthesis to combat abiotic stress conditions in plant system.

Plants are consistently exposed to suboptimal climatic and edaphic conditions that adversely affect cellular homeostasis and that ultimately impair their growth and fitness^1^. For survival, plants are bound to respond and adapt efficiently to their ever-changing environmental circumstances. Environmental stresses often take place in combination or in succession, so survival in variable environment can involve the development of multiple mechanisms. Crop productivity will enhance if the yield loss will be minimized in response to abiotic stress. The molecular mechanisms linked with signal transduction, leading to alter the gene expression in order to combat environmental stress, are largely unknown.

The role of abscisic acid in the regulation of key processes relevant to seed germination, plant development, biotic and abiotic stress responses is an established fact^2^. Abiotic stress condition such as drought induces abscisic acid biosynthesis initiating the signaling pathways that lead to a number of molecular and cellular responses, among which the best known are the expression of stress-related genes and proteins. In response to drought stress abscisic acid is a key player that control water status and induces stomatal closure for conserving the water^3^,^4^. Abscisic acid also plays an important role in response to pathogen attack, and the signaling pathways are related significantly between pathogen resistance and abiotic stress tolerance. Role of abscisic acid in stomatal closure also limits pathogen access and also affects pathogen responses by interacting with other hormones associated with plant defence mechanisms^5^. As a phytohormone, ethylene is known for inducing a triple response in seedlings, leaf abscission and other responses to various stresses^6^. The study of various ethylene mutants in *Arabidopsis (Arabidopsis thaliana*), tobacco (*Nicotiana tabacum*), and soybean (*Glycine max*) have revealed that ethylene signaling is required for resistance against some specific pathogens such as *Botrytis cinerea* but not to others^7^,^8^. Ethylene has also played a key role in combating salt, drought, and heat stress by gene-specific regulations by inducing the ethylene response factor1 (*ERF*1) which plays a nodal role in integrating the ethylene and jasmonic acid signaling pathways^9^. Ethylene biosynthesis is also induced by salt stress, which then inhibit its receptors, suppress salt sensitivity conferred by ethylene receptors, and promote ethylene-responsive salt tolerance^10^,^11^. The role of *ethylene insensitive*2 (*EIN*2) gene acts as a functional transducer of ethylene and stress responses in *Arabidopsis*. It also plays a vital role in the ethylene signaling pathway^12^.

Recent investigation also reported the role of abscisic acid in enhancing the tolerance of wheat seedlings against drought and regulating the transcript levels of genes encoding ascorbate-glutathione biosynthesis^13^. The role of glutathione in regulating ACC synthase to induce ethylene in stress condition has already been established in our lab^14^. Ethylene and salicylic acid regulated the glutathione biosynthesis in ozone-exposed *A. thaliana*^15^. Ethylene also has a vital role in providing protection against heat stress-induced oxidative damage along with calcium, abscisic acid, and salicylic acid^16^.

Our previous study revealed the down-regulation of various stresses and defence related genes and proteins in combined stress treated glutathione mutant *pad*2.1^17^. In our present investigation, we have identified various stress and defence, transcription factors, redox related genes and proteins in addition to various secondary metabolite biosynthetic pathway genes which are supposed to be directly or indirectly induced by abscisic acid and ethylene in response to combined cold and osmotic stress treatment. We have also identified most common down-regulated genes and proteins in *pad*2.1, *ein*2 and *aba*1.6 in response to combined abiotic stress, which suggested a crosstalk between glutathione, abscisic acid and ethylene in inducing these genes and proteins to combat stress conditions in plant system.

## Results

### Confirmation of stress response

In response to the combined stress treatment in *ein*2 and *aba*1.6 a distinguished morphological change was noted in comparison to the combined stress treated Col-0. Leaves of stress treated mutants were more wilted in comparison to that of Col-0 (Fig. 1A).

### Microarray experiment

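Leaves of 3 weeks old plants of 3 genotypes were used: Col-0, the wild type, *ein2*, an ethylene insensitive mutant, and *aba1.6*, an abscisic acid deficient mutant. The plants were dehydrated on filter paper for 5 min at 4 °C and then kept for 6 h in liquid medium with 30% PEG, an osmotic agent, at 4 °C. Total RNA of 3 replicates per genotype was hybridized, one sample per array, to 9 one-colour Agilent arrays. Unstressed plants and *pad2.1* are not part of these arrays, so each comparison is between a stressed mutant and stressed Col-0. The paper's methods name the RNeasy kit for the array RNA, whereas the deposited sample descriptions name Trizol. The authors quantified the scans with Agilent Feature Extraction and deposited a processed signal intensity per spot, from which the background had been subtracted and the spatial trend removed within the array. A design of 61657 non-control spots gave 46193 probes, and 39496 of the probes carried a single AGI gene identifier. Control spots and spots marked as outliers were left out, and the spots of a probe were averaged. The log2 intensity minus the array's 75th percentile is called the log2 level below. Probes well above background on at least 3 of the 9 arrays, 37090 in all, were tested, and 31831 of them were well above background on all 9. The share of spots well above background ranged from 75.0% to 80.4% in Col-0, from 76.2% to 80.3% in *ein2* and from 77.6% to 79.3% in *aba1.6*, and 0 spots were saturated. The number of arrays limits the precision: with 3 arrays against 3 an exact permutation test cannot give a p under 0.1. Differences were tested with limma over all 9 arrays with Benjamini-Hochberg adjustment, and sets of genes with camera and fry on the brightest probe of each gene. The arrays lay on 2 slides. Slide 1 held Col-0 replicates 1 and 2 and replicate 1 of each mutant, and slide 2 held Col-0 replicate 3 and replicates 2 and 3 of each mutant. Slide and genotype are therefore partly confounded.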

The transcript changes in response to stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0 were investigated by microarray experiment. 

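The median absolute log2 fold change over the tested probes was 0.27 in *ein2* and 0.32 in *aba1.6*, against a median standard error of 0.41. Replicates of one genotype differed with a median SD of 0.40 in Col-0, 0.55 in *ein2* and 0.41 in *aba1.6* on the log2 scale (n = 3 arrays each). The typical difference between a mutant and Col-0 was thus no larger than the spread between replicates. In *ein2*, 840 probes had a higher log2 level on every mutant array than on any Col-0 array and 1131 a lower one, together 5.32% of the probes. In *aba1.6* the numbers were 2282 and 2106, together 11.8%, where grouping by chance gives 10%. The mutated genes themselves are protein coding genes on chromosome 5 of TAIR10.1. EIN2 (AT5G03280, 787428 to 793404) had a log2 level of -0.02 ± 1.05 (SD, n = 3) in *ein2* and -0.17 ± 0.25 in Col-0, a log2 fold change of 0.15 (standard error 0.49, adjusted p = 1.00), whose sign changed when *ein2* replicate 2 or 3 was left out or slide was added to the model. ABA1 (AT5G67030, 26753469 to 26757402) had a log2 level of 3.22 ± 0.91 (SD, n = 3) in *aba1.6* and 3.74 ± 0.52 in Col-0, a log2 fold change of -0.51 (standard error 0.48, adjusted p = 0.901), which was 0.0073 without *aba1.6* replicate 1. Transcript levels alone, measured with these probes, do not separate either mutant from Col-0 at its own locus.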

Substantial differences in transcript level responses were observed in stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0. Quantification of images and analysis of raw data was observed using the Agilent Feature Extraction Software and Agilent GeneSpring GX Software respectively. The data was normalized in GeneSpring GX using the 75^th^ percentile shift (Percentile shift normalization is a global normalization, where the locations of all the spot intensities in an array are adjusted). 

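The 75th percentile of the log2 intensity over the non-control probes, which the shift subtracts, was 11.29, 11.33 and 10.53 on the Col-0 arrays, 11.30, 10.81 and 10.71 on the *ein2* arrays and 11.49, 10.91 and 10.76 on the *aba1.6* arrays, each in the order of the replicates. It was at least 11.29 on every array of slide 1 and at most 10.91 on every array of slide 2. After the shift, the median log2 level of the tested probes lay between -1.65 and -1.50 on all 9 arrays, and the median log2 fold change over these probes was 0.0061 in *ein2* and -0.01 in *aba1.6*.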

In an independent experiment the normalization took each column and the percentile of the expression value for this array across all spots was computed (where n has the range from 0–100 and n = 75 is the median). Subtraction of this value from the expression value of each entity was performed and was normalized to specific control samples. 

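The deposited matrix holds log2 values after the 75th percentile shift, and no control sample had been subtracted from them. In Supplementary Tables S1 and S2 a fold change is the mean of the mutant arrays minus the median of the Col-0 arrays. Computed that way from the deposited matrix, 2316 of the 2316 probes of Table S1 that are on the arrays and 4134 of the 4135 of Table S2 had a fold change within 0.02 of the listed one. On the log2 levels, with the mean of the Col-0 arrays in place of the median, 2311 and 4130 of these probes kept the listed direction and 1987 and 3475 were past the fold thresholds.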

Microarray data revealed the differential regulation of about 2313 genes in *ein*2 amongst which 1156 and 1157 genes were significantly up- (log_2_ fold change >= 0.60) and down-regulated (log_2_ fold change <= −0.50) respectively (Supplementary Table S1). 

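The mean log2 fold change in *ein2* was at or above 0.6 for 3044 probes and at or below -0.5 for 5384, together 8428 of the tested probes. After adjustment limma called 0 of them, with a lowest adjusted p = 0.996 over all probes. Without adjustment 1082 probes had a p under 0.05 (369 higher and 713 lower), which is 2.92% of the probes where 5% is expected by chance, and the paper's unpaired test after Benjamini-Hochberg adjustment also called 0. With normexp background correction 4307 probes were past the thresholds. With *ein2* replicate 1 left out, 12894 probes were. On simulated arrays with the same layout and spread and no changed probe, 9382 probes were past the same thresholds. When 200 of the simulated probes were lowered by 2 on the log2 scale, limma called 56 of them, and when they were lowered by 4 it called 149.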

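For the comparison of *aba1.6* with Col-0, the upper fold threshold was passed by 4385 probes and the lower one by 6441, together 10826. None of the probes was called by limma after adjustment (0 probes, lowest adjusted p = 0.806), and the paper's unpaired test after the same adjustment called 0. At an unadjusted p under 0.05 there were 1875 probes, 917 higher and 958 lower, 5.06% of those tested. With *aba1.6* replicate 1 left out, 16114 probes were past the fold thresholds and 4297 had an unadjusted p under 0.05, and the lowest adjusted p = 0.0672. The unadjusted number was 766 with replicate 2 left out and 902 with replicate 3 left out, the pair of *aba1.6* arrays most like each other. Simulated arrays of this layout without any changed probe gave 9266 past the fold thresholds. The direct comparison of *aba1.6* with *ein2*, in the same fit over all 9 arrays, gave 0 probes after adjustment by limma, 842 at an unadjusted p under 0.05, and 0 by the paper's unpaired test after adjustment. The unadjusted number there was 2541 without *aba1.6* replicate 1 and 306 without *aba1.6* replicate 2.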

In combined stress treated *aba*1.6 about 4131 genes were found differentially regulated amongst which 2072 and 2059 genes were significantly up-and down-regulated respectively (Supplementary Table S2). 

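Over the tested probes, the correlation across probes of the log2 levels was computed for every pair of arrays; probes are not independent replicates. Pairs of arrays of one genotype had a mean r of 0.946 and pairs of different genotypes 0.949 (exact permutation test over 280 assignments, one-sided, p = 0.639). Pairs on one slide had a mean r of 0.957 and pairs across slides 0.942 (exact permutation test over 126 assignments, one-sided, p = 0.0397). For 4 of the 9 arrays the nearest array was of the same genotype: Col-0 replicates 1 and 2 (r = 0.971) and *aba1.6* replicates 2 and 3 (r = 0.991). Col-0 replicate 3 was nearest to *ein2* replicate 2 (r = 0.976) and *ein2* replicate 1 to *aba1.6* replicate 1 (r = 0.973). The nearest array lay on the same slide for 9 of 9. The first principal component held 36.9% of the variance, and 84.1% of its variance lay within genotypes and 51.1% within slides.

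**Figure D1:**
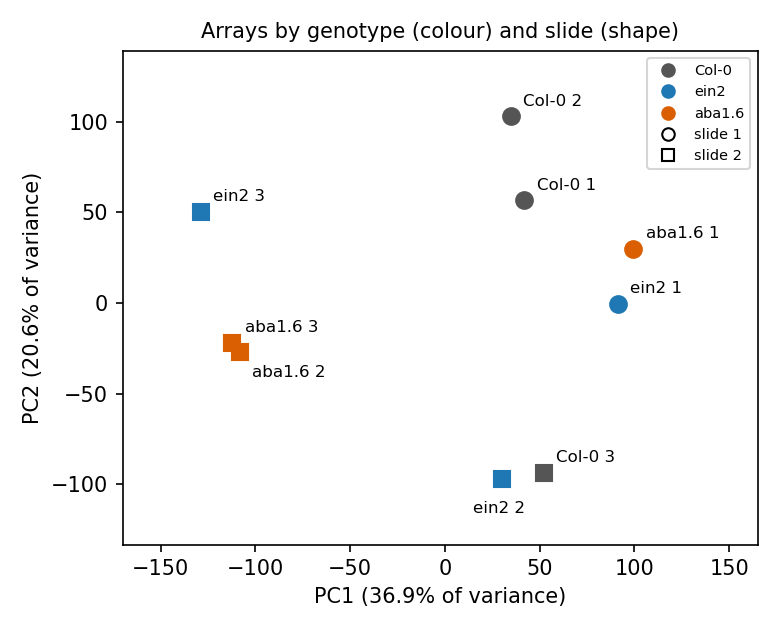
Scores of the 9 arrays on the first (x axis, 36.9% of the variance) and second (y axis, 20.6%) principal components of the log2 levels of the tested probes, coloured by genotype, with circles for slide 1 and squares for slide 2. *ein2* replicate 3 and *aba1.6* replicates 2 and 3 score between -129 and -108 on the first component and the other 6 arrays between 30.0 and 99.6.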

Using hierarchical heat map image, the gene expression profile of combined stress treated *ein*2 and *aba*1.6 has been shown (Fig. 1B). 

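The paper's results name Student's test and no adjustment for the number of probes. Supplementary Table S1 lists a p for each of its 2319 entries, and 463 of these listed p-values (20.0%) are under 0.05, with a median of 0.152 and a highest of 0.972. Of the 4135 entries in Table S2, 1341 (32.4%) have a listed value under 0.05, with a median of 0.0973 and a highest of 0.990. The same test recomputed on the log2 levels gave 458 and 1335 entries under 0.05. By limma 0 and 0 of the entries with a tested probe passed after Benjamini-Hochberg adjustment over all tested probes. Applied to the log2 levels of the tested probes, the paper's test was under 0.05 for 809 probes in *ein2* and 2508 in *aba1.6*, of an expected 1854.5 by chance. Together with the paper's fold thresholds it left 154 higher and 419 lower probes in *ein2*, and 767 higher and 796 lower in *aba1.6*.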

Student’s *t*-test was used for measuring the statistical significance of differentially expressed genes.

### DAVID and MAPMAN analysis of differentially expressed genes for categorising them in different functional and pathways groups

Classification of differentially expressed genes based on functional categories and pathways was executed by DAVID biological interpretation tool (http://david.abcc.ncifcrf.gov/)^18^. These differentially regulated transcripts of stress treated *ein*2 and *aba*1.6 were associated with about significant 100 metabolic and biosynthetic pathways (Supplementary Tables S4, S5, S6 and S7) amongst which phenylpropanoid, plant hormone, terpenoid, steroid and flavonoid biosynthetic pathways, methane, glycolipid, ascorbate and alderate metabolism pathways were found down-regulated in both stress treated mutant in comparison to wild type.

Gene ontology analysis and term enrichment for various biological process, molecular function and cellular component were also performed by DAVID. Among functional annotation categories of differentially expressed genes, common significantly enriched categories of down-regulated genes in combined stress treated *ein*2 and *aba*1.6 were response to stress, response to abiotic stimulus, response to reactive oxygen species (ROS), response to oxidative stress etc (Fig. 1C,D).

Functional annotation of the identified differentially expressed genes in stress treated *ein*2 through MAPMAN revealed 13.00% of unclassified genes, 8.00% were related to abiotic and biotic stress, 9.20% were related to regulation and development, 6.81% were assigned to protein modification and degradation, 4.20% were related to transport, 4.08% were linked to hormones and DNA synthesis, 8.01% were associated to enzyme families, 5.20% were assigned to protein degradation and 9.37% were related to RNA synthesis and regulation. In the same way functional annotation of identified genes in *aba*1.6 revealed 14.00% of unclassified genes, 4.80%, 6.38%, 1.03%, 4.35%, 7.64%, 8.28%, 9.37% and 5.00% of genes were related to biotic and abiotic stress, enzymes, redox, transport, protein modification and degradation, regulation and development, RNA synthesis and regulation, hormones and DNA synthesis respectively (Fig. 2A). Differentially expressed genes associated with cellular metabolism category were categorized in cell wall, lipids, secondary metabolism, starch and sucrose, amino acids and minor CHO metabolism (Fig. 2B). The differentially expressed hormone related genes in *ein*2 and *aba*1.6 were further categorized in auxin, brassinosteroids, ABA, ethylene, salicylic acid and jasmonic acid (Fig. 2C). Genes linked to secondary metabolite category were classified in phenylpropanoids, lignin, flavonoids, glucosinolates and terpenoids (Fig. 2D).

### Common transcription factors affected in stress treated mutants

MAPMAN analysis of differentially expressed genes also revealed about various differentially regulated transcription factors in response to combined stress treatment in *ein*2 and *aba*1.6 amongst which *MYB* related, *C2C2-CO* like, *MADS* (MADS box transcription factor family), *HSF* (Heat shock factors) *ARR-B* and *TCP* were found down-regulated in all the three mutant including *pad*2.1 (Fig. 3A).

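Transcription factor families were collected by fixed words in the gene descriptions, because the members of the paper's MAPMAN bins were not available. Of 67 MADS box genes with a tested probe, 45 were lower in *ein2* and 43 in *aba1.6*, with median log2 fold changes of -0.16 and -0.23. The camera test with a preset correlation of 0.01, adjusted over 36 family tests, gave an adjusted p = 0.12 for both. The MYB related family (42 genes) had medians of -0.17 in *ein2*, where 28 genes were lower, and -0.15 in *aba1.6*, where 30 were lower, with adjusted p = 0.256 and 0.326. The 41 C2C2-CO like genes had medians of -0.30 in *ein2* (27 lower, adjusted p = 0.438), which was -0.05 without Col-0 replicate 3, and -0.43 in *aba1.6* (28 lower, adjusted p = 0.12). Of 24 heat shock factors, 12 were lower in *ein2* and 14 in *aba1.6*, with medians of -0.01, which was 0.0087 after quantile normalization, and -0.07, which was 0.04 without Col-0 replicate 3. The median of the 23 TCP genes was -0.01 in *ein2* (12 lower) and -0.06 in *aba1.6* (13 lower), and its sign changed after quantile normalization in *ein2* and after normexp correction in *aba1.6*. ARR-B genes (12) had positive medians of 0.13 in *ein2*, where 4 were lower, and 0.50 in *aba1.6*, where 3 were lower. Without the filter on dim probes the ARR-B median in *ein2* was -0.03, and without *ein2* replicate 3 it was -0.13. With slide in the model the ARR-B median in *aba1.6* was 0.13. In none of these families was a member past the adjusted p threshold, over all probes or adjusted over the list alone. Without the filter on dim probes the MADS box medians were -0.32 in *ein2* and -0.54 in *aba1.6*, with adjusted p = 0.0175 and 0.00254; over all settings the MADS box medians stayed between -0.33 and -0.08 and between -0.54 and -0.06.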

### Redox related genes affected in stress treated mutant

Among the cellular redox related pathways thioredoxin, ascorbate/glutathione cycle and glutaredoxin were affected in *pad*2.1, *ein*2 and *aba*1.6 in response to stress treatment. The genes related to ascorbate/glutathione cycle like *APX*2 and *inositol monophosphatase*, *glutaredoxin* and *thioredoxin like TPX*2 and *cis-his rich thioredoxin* were found down-regulated in all the three stress treated mutants (Fig. 3A).

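APX2 (AT3G09640, chromosome 3, 2956156 to 2958330) had a log2 level of -5.74 ± 1.51 (SD, n = 3) in *ein2* and -5.27 ± 0.79 in *aba1.6*, against -4.05 ± 1.57 in Col-0. Its log2 fold changes of -1.69 (adjusted p = 1.00) and -1.22 (adjusted p = 0.901) had a standard error of 0.95. The inositol monophosphatase VTC4 (AT3G02870) changed by -0.55 in *ein2* and -0.47 in *aba1.6* (standard error 0.52), the former by -0.09 without *ein2* replicate 3. TPX2 (AT1G65970) changed by 0.18 in *ein2* and -0.76 in *aba1.6* with a standard error of 1.43, since its SD between replicates was 2.80 in *ein2* and 2.12 in Col-0. Its sign in *ein2* rests on single arrays and on the reference: it was -1.01 without Col-0 replicate 3, -1.30 without *ein2* replicate 3, and -0.48 against the median of the Col-0 arrays. In *aba1.6* it was 0.10 without Col-0 replicate 1. AT3G62950, which Table S3 lists as a thioredoxin superfamily protein, changed by -0.63 and -1.54 (standard error 1.08), the former by 0.03 without Col-0 replicate 2. The cysteine and histidine rich AT2G02680 changed by -1.85 and -1.83 (standard error 0.81), and 3 of 3 *aba1.6* arrays but 2 of 3 *ein2* arrays lay under all Col-0 arrays. Among 28 glutaredoxin genes, 12 were lower in *ein2* and 14 in *aba1.6*, with medians of 0.03 and -0.0029, the latter 0.04 after quantile normalization. Of 95 thioredoxin genes, 50 were lower in *ein2* (median -0.02) and 55 in *aba1.6* (median -0.11). In each of these sets the median lay close to 0, the glutaredoxin mean in *ein2* was -0.10, and the camera adjusted p = 0.513 or higher.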

### Common secondary metabolism pathways affected in stress treated mutants

In response to combined stress stimulus phenylpropanoid, lignin and lignan, flavonoids, glucosinolates and terpenoids metabolism and biosynthetic pathways were affected in all the three mutants. 

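The 4-coumarate CoA ligase 4CL3 (AT1G65060) had a log2 fold change of -1.12 in *ein2* and -0.92 in *aba1.6* (standard error 0.84), and the like gene 4CL8 (AT5G38120) of -3.20 and -5.34 (standard error 2.09). The level of 4CL8 spread widely in the mutants: -3.64 ± 3.81 (SD, n = 3) in *ein2* and -5.79 ± 3.40 in *aba1.6*, against -0.45 ± 0.84 in Col-0, and it was well above background on 2 of 3 arrays of each mutant. For the cinnamyl alcohol dehydrogenase ATCAD4 (AT3G19450, chromosome 3, 6744377 to 6747238) the changes were -0.82 and -1.22 (standard error 0.69), the former -0.07 without Col-0 replicate 1. It was 2.00 ± 1.47 (SD, n = 3) in Col-0, so that 0 of 3 *aba1.6* arrays lay under all Col-0 arrays. Adjusted p = 0.901 in *aba1.6* and 1.00 in *ein2* for each of these genes. Over 47 phenylpropanoid and lignin genes, 29 were lower in either mutant, with medians of -0.22 in *ein2* (camera adjusted p = 0.256) and -0.11 in *aba1.6* (adjusted p = 0.326), both between -0.04 and -0.03 without Col-0 replicate 3.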

The genes concerned with phenylpropanoid and lignin biosynthesis like 4-*coumarate CoA ligase*, *CAD*4 and *transferases* were found down-regulated in stress treated *pad*2.1, *ein*2 and *aba*1.6 (Fig. 3B). 

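The chalcone flavonone isomerase TT5 (AT3G55120, chromosome 3, 20430059 to 20431597) had a log2 fold change of -0.98 in *ein2* and -0.84 in *aba1.6* (standard error 0.42). For F3H (AT3G51240), a flavanone hydroxylase, it was -1.70 and -1.51 (standard error 0.81), and a dimmer probe of the same gene gave -1.51 and -1.38. GBSS1 (AT1G32900), listed as a glycosyl transferase in Table S3, changed by -1.47 and -1.12 with a standard error of 1.24, and 0 of 3 arrays of either mutant lay under all Col-0 arrays. Whether this gene acts in flavonoid synthesis was not tested here. AT1G28030, an oxygenase of the 2-oxoglutarate type, was well above background on 1 of 3 Col-0 arrays and on 0 of 3 arrays of either mutant, so it was not tested. Of 34 flavonoid genes, 23 were lower in *ein2* (median -0.39, camera adjusted p = 0.12) and 22 in *aba1.6* (median -0.23, adjusted p = 0.263). Both medians turned positive, to 0.0090 and 0.0037, when Col-0 replicate 3 was left out, and fell to -0.60 and -0.53 without Col-0 replicate 2 (adjusted p = 0.0113 and 0.0351).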

In flavonoid biosynthetic pathway *chalcone flavonone isomerase*, *flavones-3-hydroxylase*, *UDP-glycosyl transferase* and *2-oxoglutarate oxygenase* were found down-regulated in all the three stress treated mutants. On the other hand, genes related to glucosinolates biosynthesis and metabolism was found up-regulated in both stress treated *pad*2.1 and *aba*1.6. 

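Of 37 genes with a glucosinolate or myrosinase description and a tested probe, 24 were lower and 13 higher in *aba1.6*, with a median log2 fold change of -0.23 (camera adjusted p = 0.263). In *ein2* 18 were lower and 19 higher, with a median of 0.11 (adjusted p = 0.774), which was -0.09 without the filter on dim probes, -0.15 without Col-0 replicate 2 and 0.71 without Col-0 replicate 3 (adjusted p = 0.00600). The median in *aba1.6* was 0.16 without Col-0 replicate 3 and -0.59 without Col-0 replicate 2 (camera adjusted p = 0.0113), and over the other settings the adjusted p was 0.107 to 0.616. In the direct comparison of *aba1.6* with *ein2* 25 of these genes were lower, and the median difference was -0.23 (adjusted p = 0.0652 over 20 sets).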

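Of 37 tested genes with a terpene or terpenoid description, 21 were lower in *ein2* and 22 in *aba1.6*. The median log2 fold change was -0.07 in *ein2*, which was 0.0022 after quantile normalization, and -0.29 in *aba1.6*, which was -0.06 after normexp correction and -0.12 after quantile normalization, with camera adjusted p = 0.350 and 0.291. In both mutants 11 of the genes were past the lower fold threshold, and 5 in *ein2* and 4 in *aba1.6* were past the upper one. Over all probes 0 of them passed limma's adjustment, and 2 in each mutant did when adjusted over the list alone, both lower. At an unadjusted p under 0.05 there were 4 in *ein2* and 3 in *aba1.6*.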

The majority of genes associated with terpenoid biosynthesis and metabolism were found down-regulated in stress treated *ein*2 and *aba*1.6.

### Affected common stress linked genes in stress treated mutants

The majority of genes related to abiotic stress were found down-regulated in all the three stress treated mutants. 

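Heat shock proteins were collected by their descriptions, and 78 of 87 listed genes had a tested probe. In *ein2* 64 of them were lower, the median log2 fold change was -0.67, and the genes ranged from -3.61 to 0.93. Past the lower fold threshold were 42, and 27 had every *ein2* array under every Col-0 array. In *aba1.6* 63 were lower, the median was -0.52, and 40 were past the lower and 3 past the upper threshold. The camera p was 4.2e-19 in *ein2* and 1.3e-12 in *aba1.6*, and fry, which estimates the correlation between the genes, gave 0.0038 and 0.0048. Over all probes limma called 0 of these genes after adjustment, with 25 in each mutant at an unadjusted p under 0.05. Adjusted over the list alone, 6 were called in *ein2* and 11 in *aba1.6*, all lower. The words that collect the family had been fixed beforehand. The family itself was chosen because the paper reports its fall on these same arrays, so these tests are not independent evidence. Over all settings the median stayed between -0.79 and -0.54 in *ein2* and between -0.63 and -0.41 in *aba1.6*. Of 17 cold regulated genes, 12 were lower in *ein2* (median -0.24, adjusted p = 0.243) and 13 in *aba1.6* (median -0.30, adjusted p = 0.12). COR47 (AT1G20440) changed by -0.16 and -0.36 (standard error 0.24), the latter by -0.08 after quantile normalization, SPX1 (AT5G20150) by -1.24 and -0.63 (standard error 0.54), and BAG6 (AT2G46240) by -2.42 and -2.22 (standard error 0.93). LPR1 (AT1G23010) was higher, by 0.23 in *ein2*, or -0.0019 without *ein2* replicate 3, and by 0.17 in *aba1.6* (standard error 0.28). Of 10 major latex proteins 5 were lower in *ein2* and 4 in *aba1.6*, with medians of -0.09 and 0.15, the latter with a mean of -0.11. The *ein2* median was 0.38 without Col-0 replicate 3 and the *aba1.6* median -0.45 without Col-0 replicate 1.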

Abiotic stress related genes like most the *heat shock* family proteins, *cold regulated proteins (COR*47), *SPX domain containing proteins (SPX*1), low phosphate root proteins (*LPR*1), m*ajor latex proteins (MLP*) and *BCL-2 associated anthogene* were found down-regulated in all the three stress treated mutants (Fig. 4). *Low temperature induced protein (LTI*65) was found up-regulated in stress treated mutant.

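LTI65 (AT5G52300, chromosome 5, 21237021 to 21239531) had a log2 level of 2.14 ± 1.5 (SD, n = 3) in *aba1.6* and 0.17 ± 1.83 in *ein2*, against -1.19 ± 1.53 in Col-0. All 3 *aba1.6* arrays and 2 of 3 *ein2* arrays lay above all Col-0 arrays (exact permutation test for *aba1.6*, two-sided, p = 0.1, the smallest p that 3 arrays against 3 allow). The log2 fold changes were 3.34 in *aba1.6* and 1.36 in *ein2* (standard error 1.14, adjusted p = 0.901 and 1.00). The rise held in every setting, from 2.46 to 4.18 in *aba1.6* and from 0.48 to 2.41 in *ein2*.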

Biotic stress related genes like *NBS-LRR class disease resistance proteins, germin like proteins* and *defensin* like proteins were also found down-regulated in stress treated mutants.

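Among 99 tested genes described as NBS-LRR class, 81 were higher and 18 lower in *ein2*, with a median log2 fold change of 0.21. The camera adjusted p = 7.1e-04 did not hold under fry, whose adjusted p = 0.746. Without *ein2* replicate 2 the median was 0.05 and the camera adjusted p = 0.608, and without Col-0 replicate 3 they were 0.45 and 3.93e-05. In *aba1.6* 62 of the 99 were lower, with a median of -0.17 (adjusted p = 0.256), which was 0.05 without Col-0 replicate 3. Past the lower fold threshold were 8 in *ein2* and 31 in *aba1.6*. Of 23 germin like genes, 14 were lower in *ein2* (median -0.15, adjusted p = 0.438), though the median was 0.07 without Col-0 replicate 3, and 17 in *aba1.6* (median -0.33, adjusted p = 0.295), where it was -0.05 without Col-0 replicate 3. Defensin like genes are mostly dim, and 45 of 142 had a tested probe. Of these, 21 were lower in *ein2* and 20 in *aba1.6*, with medians of 0.07 and 0.08. Without the filter on dim probes the medians became -0.42 and -0.53 (camera adjusted p = 0.00292 and 5.46e-05). The defensin like gene AT1G64195 of Table S3 had a log2 fold change of -2.09 in *ein2* and -2.53 in *aba1.6* (standard error 0.78, adjusted p = 1.00 and 0.901), with all 3 arrays of each mutant under all Col-0 arrays.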

### Protein isolation and comparative proteomic analysis

From the protein isolated from the combined stress treated *ein*2 and *aba*1. 6 comparative proteomics were performed. The identified differentially accumulated protein spots (Supplementary Fig. S1) were further recognized by MALDI TOF MSMS. Approximately 319 and 299 spots were identified in stress treated Col-0 and *ein*2. Between stress treated Col-0 and *ein*2, 120 spots were similar to the overall coefficient of variation being 38.84. Out of 37 differentially accumulated proteins, 9 and 28 of them were found as up- and down-accumulated respectively in stress treated *ein*2 (Supplementary Table S8). 

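On the *ein2* arrays HSP70 (AT3G12580, chromosome 3, 3991117 to 3993886) had a log2 level of 1.96 ± 1.06 (SD, n = 3) against 4.58 ± 1.14 in Col-0, a log2 fold change of -2.62 (standard error 0.79). All 3 *ein2* arrays lay under all Col-0 arrays. The plastid chaperone gene cpHsc70-2 (AT5G49910) changed by -1.17 (standard error 0.49). SBPASE (AT3G55800), the sedoheptulose bisphosphatase, changed by -0.72 (standard error 0.67), or by 0.08 without *ein2* replicate 3. Of the chaperonin-60 genes, CPN60A (AT2G28000) changed by -0.65 (standard error 0.58), or by -0.0094 without *ein2* replicate 3, and CPN60B (AT1G55490) by -0.46 (standard error 0.63), the latter by 0.22 without *ein2* replicate 3. For CPN60B 1 of 3 *ein2* arrays lay under all Col-0 arrays and 2 above them. The malic enzyme NADP-ME2 (AT5G11670) changed by -0.14 (standard error 0.57), and its sign was positive in 4 of 18 settings, those with slide in the model or without Col-0 replicate 2, Col-0 replicate 3 or *ein2* replicate 3. The peptidyl prolyl isomerase ROC4 (AT3G62030) changed by -0.17 (standard error 0.66), and by 0.57 without *ein2* replicate 3. Adjusted p = 1.00 for each of these 7 genes. The protein spots of Fig. 5 were not analysed here.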

Amongst the down-accumulated proteins 29% of them like HSP70, cold shock transcription regulator CspA, peroxiredoxin, peptidyl prolyl cis-trans isomerase ROC4, TGG1 (Thioglucoside glucohydrolase 1) etc. were related to stress and defence category, whereas 29.00% and 21.00% of them were related to carbon and energy metabolism respectively (Fig. 5A).Genes like *HSP*70, and *PPIASE*, *seduheptulose bis-phosphatase (SPBASE*), *chaperonin*-60 and *malic* enzyme were also found down-regulated in the transcriptome study of stress treated *ein*2 (Fig. 6A). Among the up-accumulated proteins majority of the proteins were related to carbon and energy metabolism (Fig. 5B).

About 292 and 280 differentially accumulated protein spots were revealed in stress treated Col-0 and *aba*1.6 respectively. Near about 61 spots showed similarity with overall coefficient of variation being 50.06 between stress treated Col-0 and *aba*1.6. About 42 differentially accumulated proteins were identified by MALDI TOF MSMS. Out of which 11 and 26 proteins were found up- and down-accumulated respectively (Supplementary Table S9). Among down-accumulated proteins in stress treated *aba*1.6, 27.00%, 23.00%, 23.00% and 27.00% were related to stress and defence, energy metabolism, carbon metabolism and others categories respectively (Fig. 5A). Stress and defence related proteins like HSP70 family protein, PPIASE, glutathione transferase 8, lipoxygenase 2 (LOX2), major latex protein (MLP), jasmonic acid responsive protein (CORI3) etc. were found down-accumulated in stress treated *aba*1.6. Genes like *HSP70 family proteins*, *PPIASE, HCF136* etc. were also found down-regulated in stress treated *aba*1.6 (Fig. 6B).

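On the *aba1.6* arrays HSP70 (AT3G12580) had a log2 level of 2.18 ± 1.12 (SD, n = 3), a log2 fold change of -2.40 (standard error 0.79), with 2 of 3 arrays under all Col-0 arrays. HCF136 (AT5G23120, chromosome 5, 7778017 to 7780907) was 3.06 ± 0.38 (SD, n = 3) against 3.71 ± 0.06 in Col-0, a change of -0.65 (standard error 0.32) with 3 of 3 arrays under Col-0. PSBO2 (AT3G50820) changed by -0.83 (standard error 0.34), also with 3 of 3 arrays under Col-0. The change was -0.51 for ROC4 (standard error 0.66), -0.84 for FNR2 (AT1G20020, standard error 0.73), -0.49 for GS2 (AT5G35630, standard error 0.43) and -0.50 for LOX2 (AT3G45140, standard error 0.67), which was -0.05 without Col-0 replicate 3. For cpHsc70-2 it was -1.50 and for SBPASE -1.09. Each kept its sign in every setting, and each had an adjusted p of 0.901 to 0.917.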

HSPs, PPIASE and RUBISCO small subunits were found down-regulated in both gene and protein expression levels in combined stress treated *pad*2.1, *ein*2 and *aba*1.6 (Figs 5A and 6).

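RBCS2B (AT5G38420, chromosome 5, 15380907 to 15382071), a RUBISCO small subunit gene, had a log2 level of 6.97 ± 0.11 (SD, n = 3) in Col-0, 6.31 ± 1.07 in *ein2* and 6.00 ± 0.72 in *aba1.6*. The log2 fold changes were -0.66 in *ein2* and -0.97 in *aba1.6* (standard error 0.56), the former -0.04 without *ein2* replicate 3, with 1 of 3 *ein2* arrays and 3 of 3 *aba1.6* arrays under all Col-0 arrays. A dimmer probe, listed in Supplementary Table S1, gave -0.94 in *ein2* (standard error 0.64), also with 1 of 3 arrays under Col-0. Over the settings it ranged from -1.32 to -0.29. In *aba1.6* it gave -0.62. For RBCS1A (AT1G67090) the log2 fold changes of the brightest probe were -0.13 and -0.31 (standard error 0.23), with 1 of 3 and 3 of 3 arrays under Col-0. The former was -0.04 without *ein2* replicate 3 and the latter -0.02 after quantile normalization. All 10 RBCS1A probes were lower in both mutants, from -0.24 to -0.09 in *ein2* and from -0.70 to -0.31 in *aba1.6*. Both probes of ROC4 (AT3G62030) were lower in either mutant, the second by -0.17 in *ein2* and -0.50 in *aba1.6*. The *pad2.1* plants and the protein levels were not analysed here.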

### Analysis differentially accumulated proteins of *ein*2 and *aba*1.6 by STRING 10 software

By using STRING 10 software^19^ interaction between differentially accumulated proteins has been revealed in combined stress treated *ein*2 and *aba*1.6 (Fig. 5C,D). Proteins like HSPs, PPIASE ROC4 and RUBISCO small subunit were found down-accumulated in all the three stress treated mutants at both gene and protein expression level showed more chance to interact with each other (Fig. 5E).

### Validation of transcriptome by quantitative RT-PCR

The result of microarray experiment was further validated by checking the expression of stress and defence related genes like *HSP17.6, HSP90.1, HSP70B, HSP70, CAD4, MYB108, AIG, BCL2* and *MRH6*, *GSH and redox related genes like GSTF8, GSTU14, GSTU23, APX2, TPX2, Monophosphatase*, ABA biosynthesis and responsive genes like *NCED9, CIPK1, LHY, CCA1* and ethylene responsive genes like *LHY, AP2, SHN2* and *ERF* in the stress treated Col-0, *ein*2 and *aba*1.6. All these genes were found down-regulated in stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0 (Supplementary Fig. S2).

### Quantification of GSH

GSH was estimated from 3 weeks old Col-0, *ein*2 and *aba*1.6 plants in control (untreated) and combined stress treated condition. In control condition almost similar content of GSH was estimated in Col-0 and mutants but in response to stress condition about 1.30 and 1.40 fold more GSH was estimated in Col-0 than *ein*2 and *aba*1.6 respectively (Fig. 7A). Elevated GSH level was observed in both ABA and ethephon treated Col-0 in comparison to untreated Col-0 (Fig. 7B)

### Gene expression study after GSH feeding in stress treated mutants

After GSH feeding, all the selected stress marker genes like *HSP*70B, *HSP*17.6, *HSP*70, *TPX*2 and *APX*2 showed higher expression in combined stress treated Col-0 in comparison to the mutants (Fig. 7C).

### γ-*ECS* expression study after ABA and ethephon treatment in Col-0

The elevated expression of γ-ECS was noticed in Col-0 at both gene and protein level in response to 6 hr of ABA and 48 hr of ethephon treatment in comparison to untreated Col-0 (Fig. 8A–C).

### GST expression and activity

GST activity was also found maximum in per mg of total protein extracted from combined stress treated Col-0 in comparison to combined stress treated *ein*2 and *aba*1.6 (Fig. 8D). Maximum GST protein expression was found in combined stress treated Col-0 followed by untreated Col-0 and combined stress treated mutants (Fig. 8E).

## Discussion

A large number of genes were found differentially expressed in response to stress treatment in *ein*2 and *aba*1.6. Microarray experiment data also revealed the down-regulation of various stress responsive genes in stress treated *ein*2 and *aba*1.6 which were previously found up-regulated in response to stress in Col-0. Interestingly, majority of stress and defence related genes were commonly found down-regulated in combined stress treated *pad*2.1, *ein*2 and *aba*1.6 in comparison to stress treated Col-0. 

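Supplementary Table S3 lists 145 genes with an identifier, of which 136 had a tested probe. The list was chosen by the authors in part on these arrays, so it is not independent evidence. In *ein2* 135 of the 136 were lower, with a median log2 fold change of -1.50, and 130 were past the lower fold threshold. In *aba1.6* 135 were lower, with a median of -1.49, and 125 were past it. Every mutant array lay under every Col-0 array for 58 genes in *ein2* and 68 in *aba1.6*. The camera p was 1.8e-61 and 7.7e-50, and fry gave 0.0027 and 0.0020. With limma 0 of the genes passed after adjustment over all probes, and 75 and 69 had an unadjusted p under 0.05; adjusted over the list alone, 42 and 60 passed. The *ein2* median moved most with normexp background correction, to -0.97, and the *aba1.6* median moved most without Col-0 replicate 3, to -1.96. Over all tested probes, limma called 0 lower in both mutants after adjustment, and 329 were lower in both at an unadjusted p under 0.05. Both fold changes share the same 3 Col-0 arrays, so 9 unchanged arrays were simulated with each probe's spread. Both simulated mutant groups were compared with the same 3 simulated Col-0 arrays. By the same test 248 probes on average (221 to 283 in 100 draws) were then lower in both. The numbers past the lower threshold in both were 3441 observed and 2372 simulated (2266 to 2542), and past the upper threshold 1646 and 1790 (1688 to 1888). Across probes, which are not independent replicates, the 2 log2 fold changes correlated with r = 0.665, where the simulation gave 0.500 (0.484 to 0.521). The simulated probes varied independently and without slide, whereas both mutants were spread over the slides alike and Col-0 was not. A difference from the simulation therefore cannot be told from slide or other differences between arrays.

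**Figure D2:**
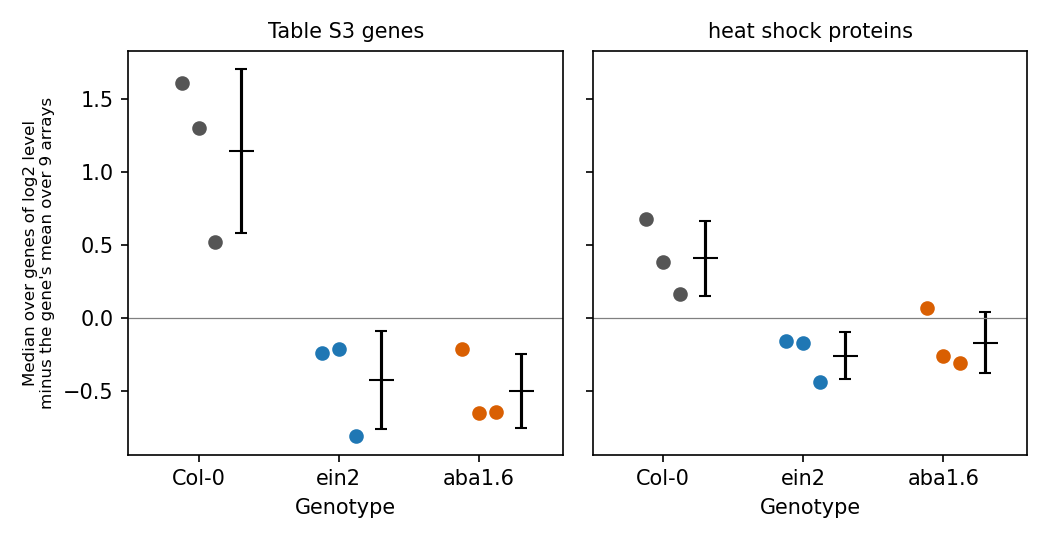
Median over genes of the log2 level minus each gene's mean over the 9 arrays (y axis, log2 units) for the Table S3 genes (left) and heat shock proteins (right), one point per array by genotype (x axis), with the mean and SD of 3 arrays beside the points. For the Table S3 genes Col-0 lies at 1.61, 1.30 and 0.52 and the 6 mutant arrays between -0.81 and -0.21; for heat shock proteins *aba1.6* replicate 1 lies at 0.07, nearest to Col-0 replicate 3 at 0.17.

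The paper offers explanations for the genes that were lower in all the mutants. It proposes that a higher content of GSH, ethylene and ABA may induce these genes under stress, directly or indirectly. It also proposes that ethylene and ABA regulate stress and defence genes by inducing GSH (Fig. 8F).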

There can be two possibilities which are supposed to be the reasons of the above mentioned pattern of differential expression of genes. First, a possible reason for differential expression of genes may be the comparatively higher glutathione (GSH), ethylene and abscisic acid (ABA) content can have the direct or indirect role in the induction of these genes and protein expression in response to stress conditions in the plants. Second, this investigation also proposed the role of ethylene and ABA in regulating the expression of various stress and defence related genes via inducing the GSH under stress conditions (Fig. 8F).

### Effect on the expression of transcription factors

Up-regulation of various *MYB* related transcription factors and proteins were reported in abiotic stress treated *A. thaliana*^20^,^21^ Role of ABA in inducing genes encoding *MYB* related proteins has also been reported^22^. Elicited level of GSH also induced the expression of *MYB* related TFs in *Lotus*^23^. Therefore, less content of GSH and ABA in stress treated *pad*2.1 and *aba*1.6 respectively, may be the reason for the down-regulation of *MYB* related TFs. In response to ABA treatment in *Salix sukhowensis HSF* was found up-regulated. Less activation of *HSF*1 in response to depleted GSH has already been reported^24^. So, the less GSH and ABA content in stress treated *pad*2.1 and *aba*1.6 respectively, were supposed to be the main cause of down-regulation of *HSFs*. Ethylene has the role in inducing GSH biosynthesis in response to abiotic stress condition in *A. thaliana*^15^. *MADs bo*x TFs have the role in the floral organ specification, plant growth and development. These TFs were also found up-regulated against cold and dehydration stress^25^. *MADs box* genes were also found up-regulated in response to ABA treatment in barley^26^. These TFs were also found down-regulated in combined stress treated *pad*2.1 which indicated the role of GSH in their induction^17^.

Ethylene has the role in inducing GSH biosynthesis in response to abiotic stress condition in A. *thaliana*^15^. Inhibited ethylene signaling in *ein*2 may be the possible reason for less induction of GSH, which might lead to the down-regulation of *MYB related* TFs, *HSFs* and *MADs box TFs* in *ein*2 in response to stress treatment. ABA also increased the content of GSH in the leaves of maize seedlings^27^. Therefore, the other reason for the down-regulation of transcription factors in stress treated *ein*2 and *aba*1.6 may the less content of GSH in stress treated mutants in comparison to Col-0 (Fig. 7A). Down-regulation of *C2C2-Co* like and *ARR-B* transcription factors in all the three stress treated mutant suggests the importance of GSH, ethylene and ABA for their activation in response to stress condition.

### Effect on the stress responsive genes and proteins

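The small heat shock gene HSP17.4 (AT3G46230, chromosome 3, 16984118 to 16984867) had a log2 level of -0.30 ± 1.34 (SD, n = 3) in Col-0, -3.90 ± 0.58 in *ein2* and -4.13 ± 0.65 in *aba1.6*. Its log2 fold changes were -3.61 and -3.84 (standard error 0.67, adjusted p = 1.00 and 0.806). HSP17.6II (AT5G12020) changed by -2.93 and -4.01, and HSP17.6A (AT5G12030) by -2.90 and -3.82. Among genes with an HSP20 like description, AT1G07400 changed by -2.86 and -3.84 and AT5G51440 by -2.06 and -3.02. AT1G52560 changed by -2.42 in *ein2* and -0.93 in *aba1.6*, the latter by 0.37 without *aba1.6* replicate 1. HSP23.6-MITO (AT4G25200) changed by -2.28 and -2.49 and ATHSP22.0 (AT4G10250) by -2.44 and -2.27, and for ATHSP22.0 the Col-0 SD of 3.22 left 0 of 3 arrays of either mutant under all Col-0 arrays. HSP70T-2 (AT2G32120) changed by -2.13 and -2.28 (standard error 0.51), HSP90.1 (AT5G52640) by -2.78 and -3.49 (standard error 0.64), CLPB4 (AT2G25140), also named HSP98.7, by -1.65 and -1.52 (standard error 0.34), and HSP101 (AT1G74310) by -3.16 and -3.73 (standard error 0.89). For each of these last 4 genes all 3 arrays of each mutant lay under all Col-0 arrays, and a second probe of HSP90.1 gave -2.32 and -2.85. HSA32 (AT4G21320) changed by -1.83 and -1.44. Of the 64 named genes tested, 55 were lower in *ein2* and 57 in *aba1.6*, and limma called 0 in either mutant, with adjusted p = 0.806 at the lowest.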

In the present study most of the abiotic stress responsive genes like majority of HSPs family genes like *HSP17.4, HSP17.6, HSP17.8, HSP23.5, HSP26.5, HSP70T-2, HSP90.1, HSP98.7, HSP101* etc, *COR47, SPX1, LPR1, MLP* and *BCL-2* associated anthogene (BAG) were found down-regulated in *ein*2 and *aba*1.6. The comparative proteomics experiment also revealed the down-accumulation of HSPs proteins in all the three stress treated mutants. In the previous study, members of HSPs were found strongly induced in response to low temperature and drought stress^28^,^29^. The role of GSH oxidation on the induction of *HSPs* has been reported earlier^30^. The same members of HSPs were also found down-regulated in combined stress treated GSH mutant *pad*2.1 and up-regulated in GSH fed Col-0^17^,^31^. Estimated less content of GSH in stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0 (Fig. 7A) validated the previous studies about the role of ABA and ethylene in inducing GSH and also indicated the role of GSH in inducing these HSPs genes in *ein*2 and *aba*1.6.

Abiotic stress related gene like *COR*47 was found up-accumulated in cold and drought stress treated *A. thaliana*^32^*. COR47* was also found significantly up-regulated in GSH treated *A. thaliana*^33^. ABA depleted mutant *aba*1.6 showed reduced expression of COR in comparison to the wild type in response to mannitol^34^. The role of *ERF1* in inducing *COR47* is an established fact^35^. Since *ein*2 is an ethylene insensitive mutant. Therefore *COR47* was found down-regulated in stress treated *ein*2.

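COR47 (AT1G20440, chromosome 1, 7084409 to 7086873) is measured by 3 probes. The brightest had a log2 level of 6.69 ± 0.11 (SD, n = 3) in Col-0 and 6.53 ± 0.34 in *ein2*, where 2 arrays lay under and 1 above all Col-0 arrays. The lowest log2 fold change of the 3 probes in *ein2* was -0.71, and all 3 were negative.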

Recent investigations showed that several proteins carrying *SPX* domain were essential for phosphate homeostasis in plants^36^. Phosphate deficiency caused oxidative stress condition in plants which ultimately induced GSH^37^. Therefore GSH might have some role in inducing *SPX*1 as it was found down-regulated in stress treated *pad*2.1^17^. As it has been already mentioned above that both ethylene and ABA have a role in inducing GSH. Corroborating the evidence *SPX*1 was also found down-regulated in stress treated *ein*2 and *aba*1.6.

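SPX1 (AT5G20150, chromosome 5, 6802282 to 6803655) had a log2 level of 1.58 ± 1.08 (SD, n = 3) in Col-0, 0.34 ± 0.39 in *ein2* and 0.95 ± 0.49 in *aba1.6*. Under all Col-0 arrays lay 2 of 3 *ein2* arrays and 1 of 3 *aba1.6* arrays, and adjusted p = 1.00 and 0.901. Over the settings its log2 fold change stayed between -1.77 and -0.69 in *ein2* and between -1.16 and -0.08 in *aba1.6*.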

The role of MLP in providing drought stress tolerance in *Arabidopsis* has been recently established^38^. MLPs were negatively regulated in response to ABA and ethylene treatment in plants^39^,^40^. Positive regulation of *MLP* in response to stress treatment in *pad*2.1, *ein*2 and *aba*1.6 also indicated the role of GSH in inducing *MLP* in response to stress conditions.

*The BCL2 associated antigen (BAG*) proteins can interact with different proteins to regulate the apoptosis like processes ranging from abiotic stresses to pathogen attacks^41^. Down-regulation of *BAG* in all the three stress treated mutant also suggested the importance of GSH, ethylene and ABA on its expression in stress condition.

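For BAG6 (AT2G46240, chromosome 2, 18986133 to 18990220) the brightest of 3 probes had a log2 level of 2.08 ± 1.76 (SD, n = 3) in Col-0, -0.34 ± 0.77 in *ein2* and -0.14 ± 1.21 in *aba1.6*, with 2 of 3 arrays of each mutant under all Col-0 arrays and adjusted p = 1.00 and 0.901. The dimmer probes gave log2 fold changes of -2.24 and -2.21 in *ein2* and -2.07 and -2.04 in *aba1.6*.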

Germin like protein (GLP) generally has the oxalate oxidase activity which break downs the oxalate in CO_2_ and H_2_O_2_^42^. These proteins also found up-accumulated in salt stress treated barley^43^ and its expression was also modulated by ABA^44^. *GLP*7 was also induced by ethylene^45^. Down-regulation of *GLP*7 of stress treated mutants revealed the importance of both ABA and ethylene on the induction of *GLP* gene against stress condition. 

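GLP7 (AT1G10460, chromosome 1, 3439030 to 3440359) was dim, with a log2 level of -5.47 ± 0.39 (SD, n = 3) in Col-0, -6.45 ± 1.38 in *ein2* and -6.54 ± 0.48 in *aba1.6*. It was well above background on 2 of 3 *ein2* arrays and on all 3 arrays of the other groups. Its log2 fold changes were -0.98 and -1.07 (standard error 0.64, adjusted p = 1.00 and 0.901), the former -0.23 without *ein2* replicate 1, with 2 of 3 *ein2* arrays and 3 of 3 *aba1.6* arrays under all Col-0 arrays.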

Defensin like proteins plays a major role in combating biotic stress condition^46^. Previous report suggested that ethylene response pathways were essential for the induction of plant defensin gene^47^. Less expression of *defensin like gene* in *ein*2 strengthened the view about the role of ethylene in inducing this gene. Role of GSH in inducing this defensin gene has already been suggested^17^. Since ABA has the role in inducing GSH. Therefore, less induction of GSH in stress treated *aba*1.6 supposed to be the main reason for the down-regulation of defensin gene.

### Effect on cellular redox related genes and proteins

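Of 58 glutathione S-transferase genes with a tested probe, 27 were lower in *ein2* and 34 in *aba1.6*, with median log2 fold changes of 0.07 and -0.12 (camera adjusted p = 0.930 and 0.291), and the mean in *ein2* was -0.07. The *ein2* median was -0.06 without *ein2* replicate 3, and the *aba1.6* median was 0.03 without Col-0 replicate 3 and -0.01 after quantile normalization. Past the lower fold threshold were 12 in *ein2* and 18 in *aba1.6*, and past the upper one 8 and 5. GSTU14 (AT1G27140) changed by -2.22 and -2.44 (standard error 0.61), with all 3 arrays of each mutant under all Col-0 arrays. It was well above background on 2 of 3 *ein2* arrays and 1 of 3 *aba1.6* arrays, and after normexp correction the changes were -0.46 and -0.58. GSTF8 (AT2G47730) changed by -0.43, or -0.05 without *ein2* replicate 3, and -1.002 (standard error 0.45) and GSTU23 (AT1G78320) by -0.97 and -0.89 (standard error 0.53). ROC4 had a log2 level of 4.17 ± 0.50 (SD, n = 3) in Col-0, 4.00 ± 1.28 in *ein2* and 3.66 ± 0.75 in *aba1.6*, with 1 of 3 *ein2* arrays under and 1 above all Col-0 arrays and 2 of 3 *aba1.6* arrays under them.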

Redox related genes like *glutaredoxin, GSTs*, *TPX*2, *APX*2 and *PPIase ROC*4 were found down-regulated in combined stress treated *ein*2 and *aba*1.6. Glutaredoxins have peroxidase activity and its contribution in providing resistance against oxidative stress is an established fact^47^,^48^. Glutaredoxin like proteins were found up-regulated in GSH fed Col-0^31^. In combined stress treated *pad*2.1 glutaredoxin like proteins were also found down-regulated in comparison to stress treated Col-0^17^. As mentioned earlier about the role of both ABA and ethylene in inducing GSH in plants, down-regulation of glutaredoxin may be the consequence of the less content of GSH in stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0. In previous studies, GST transcripts have been found up-regulated in response to exogenous application of GSH, ABA and ethylene in plant tissue^31^,^49^,^50^ and their results indicated towards the important role of GSH, ABA and ethylene in inducing *GST*s. The total *APX* activity was highly induced in response to *in vitro* applied H_2_O_2_ or ethylene and ABA^51^,^52^. Less induction of GSH, ABA and ethylene signaling pathways were supposed to be the possible reason for the down-regulation of *GST* and *APX*2 in all the three stress treated mutants. 

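GSTU10 (AT1G74590, chromosome 1, 28023627 to 28024860) had a log2 fold change of 1.75 in *ein2* and 0.64 in *aba1.6* (standard error 0.69, adjusted p = 1.00 and 0.904), with 1 of 3 *ein2* arrays and 0 of 3 *aba1.6* arrays above all Col-0 arrays. A second probe gave 1.66 and 0.57. GSTF5 (AT1G02940) and GSTZ2 (AT2G02380) were well above background on 1 of 3 Col-0 arrays. GSTF5 changed by 1.13 in *ein2*, or 0.12 after normexp correction, and 0.23 in *aba1.6* (standard error 1.04), the latter by -0.14 after normexp correction and -0.57 without Col-0 replicate 2. GSTZ2 changed by 0.22 and 0.76 (standard error 0.47), which were 0.03 and 0.10 after normexp correction, the former by -0.10 with slide in the model and -0.04 without Col-0 replicate 2. GSTF11 (AT3G03190) changed by 0.54 in *ein2* and -0.26 in *aba1.6* (standard error 0.56), the latter by 0.43 without Col-0 replicate 3 and 0.41 against the Col-0 median.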

Some *GST* homologs like *GSTU*10*, GSTF*5*, GSTZ*2 and *GSTF*11 were found up-regulated in combined stress treated mutants viz. *ein*2. *aba*1.6 and *pad*2.1 suggested that these work independent of ethylene, ABA and GSH crosstalk but their induction is stress dependent. In previous reports *TPX* was reported sensitive to hyperoxidation under oxidative stress and inactivated TPX activity was important for reducing thioredoxin to other substrate in response to the acute oxidative stress^53^. *TPX*2 was also down-regulated in stress treated *pad*2.1^17^. In stress treated *ein*2 and *aba*1.6 due to less GSH content there were probability of more ROS production. This excessive ROS production might be the reason of the down-regulation of *TPX*2 in both mutants in response to the stress condition. Previous study also suggested about the role of thiol-disulfide exchange in the regulation of *PPIase ROC4 (CYP*20-3) and its contribution in protein folding and assembly in response to light and redox changes^54^. *PPIASE ROC*4 was found down-regulated in stress treated *pad2.1* in both gene and protein level^17^. So, down-regulated *PPIase ROC4* at both gene and protein level in stress treated *ein*2 and *aba*1.6 suggested about the role of GSH and ABA in inducing this gene and protein in response to stress conditions.

### Effect on secondary metabolism pathways

Sinapyl alcohol, coniferyl alcohol and coumeryl alcohol are examples of phenylpropanoids which act as important precursors of lignin biosynthesis. Lignin also played an important role in defence response in plants to stress^55^. Since Lignin and flavonoid biosynthesis were induced in response to GSH treatment in bean cell culture and *A. thaliana* and also negatively regulated in response to abiotic stress treatment in *pad*2.1^17^,^31^,^56^. Therefore, measured less content of GSH in both stress treated *ein*2 and *aba*1.6 in comparison to stress treated Col-0 might be the reason for negative regulation of phenylpropanoid, lignin and flavonoid biosynthetic pathway in these mutants. Role of drought stress in inducing the accumulation of terpenoids in Scots pine seedlings has already been studied. Down-regulation of genes related to terpenoid biosynthesis in stress treated *ein*2 and *aba*1.6 suggested the direct or indirect role of ethylene and ABA in inducing this pathway in response to stress^57^.

### Protein interaction analysis by STRING 10 software

Interactions between common down-accumulated proteins in combined stress treated mutants suggested the important role of GSH, ethylene and ABA in inducing these proteins against stress condition which might help in combating stress condition by their interaction (Fig. 5E).

In conclusion, our study suggests a crosstalk between ABA, ethylene and GSH under stress condition as determined by performing a comprehensive transcriptomic and proteomic analysis of *A. thaliana* mutant *ein*2 and *aba*1.6 in response to combined cold and osmotic stress. The down-regulation of common genes in all the three stress treated mutants suggested the role of ABA and ethylene in inducing stress related genes by activating GSH pathway.

## Methods

### *Arabidopsis* seed germination and combined stress treatment

The seeds of *Arabidopsis* were procured from Nottingham *Arabidopsis* Stock Centre [NASC – Col-0 (N1092), *ein*2 (N8844) and *aba*1.6 (N3772)]. The surface sterilized seeds were grown in Murashige and Skoog (MS) medium and maintained in a growth chamber at 22 °C under a 16 h light/8 h dark cycles. Three weeks old seedlings were further placed in filter paper for 5 min at 4 °C for early dehydration with cold stress and then inoculated in liquid half strength MS medium with 30% PEG at 4 °C for an additional 6 hours for combined cold and osmotic stress treatment. The leaves of stress treated plants were collected for RNA and protein isolation. Morphological changes in response to combined stress treatment in Col-0, *ein*2 and *aba*1.6 were also observed.

### RNA extraction and Microarray analysis

300 mg of leaf tissue was utilized for total RNA extraction using the RNeasy Plant Minikit (Qiagen’s RNeasy Minikit) and eluted in RNAse-free water for each microarray experiment. Each experiment consisted of combined stress treated Col-0, *ein*2 and *aba*1–6 samples and was conducted in replicates of three. For quantitative RT-PCR total RNA was extracted from leaf samples by TriZol method. RNA quality and quantity were ensured with a NanoDrop ND-1000 spectrophotometer and an Agilent 2100 Bioanalyzer. According to the protocols outlined in the GeneChip Expression Analysis Technical Manual all the samples were prepared. Hybridizations to the Agilent custom *Arabidopsis* 8 × 60 k microarray were designed by Genotypic technology private limited (AMADID: 48015), Bangalore, altogether the transcriptome of the combined stress treated Col-0, *ein*2 and *aba*1.6 were compared. Microarray data analysis and normalization have been performed using GeneSpring GX version 12.0 and Microsoft Excel. The transcriptomics data were deposited at Gene Expression Omnibus (GEO) at the National Centre for Biotechnology Information (NCBI, http://www.ncbi.nlm.nih.gov/geo/) with GSE77490 accession number.

### Functional enrichment and annotation

By using Database for Annotation, Visualization and Integrated Discovery (DAVID) v6 differentially expressed genes were annotated in different functional categories and then their functional enrichment analysed. *P* value of 0.05 was used for enriched pathways and gene ontology function.

### Assignment of the differentially regulated genes to functional pathways by MAPMAN and DAVID

Differentially expressed genes recognized by the microarray experiment were also analysed to categorize in different functional pathways by MAPMAN software (http://gabi.rzpd.de/projects/MAPMAN, version 3.5.1)^58^.

### Quantitative RT-PCR analysis

Quantitative RT-PCR was performed from the total RNA of both control and combined stress treated Col-0, *ein*2 and *aba*1.6. By using RevertAid first strand cDNA synthesis kit (Fermentas) using oligo (dT) as primer 1 μg of total RNA of each sample was reverse-transcribed. The quantitative RT-PCR was executed by using the Roche LightCycler 96 System (Roche) with FastStart Essential DNA Green Master (Roche). Selected genes for which quantitative RT-PCR was performed presented in Supplementary Table S10. Amplification was carried out for 40 cycles at 94 °C, 30 sec and 60 °C, 2:30 min with a preceding initial denaturation of 30 sec at 95 °C. *Actin* was used as the reference gene.

### Protein isolation and 2-DE

About 2 gm of leaf tissue of combined stress treated Col-0, *ein*2 and *aba*1.6 was used for total protein extraction by phenol extraction method. The tissue was then finely ground in liquid nitrogen and suspended in extraction buffer (700 mM Sucrose, 500 mM Tris–HCl, pH7.5, 50 mM EDTA, 100 mM KCl, 2% (w/v) β-mercaptoethanol, 1 mM phenylmethylsulfonyl fluoride) and protein extraction was done following standard protocol. The isolated protein was further resuspended in IEF buffer consisting of 7 M urea, 2 M thiourea, 4% 3-[(3-cholamido propyl)-dimethylammonio]- 1-propane sulfonate (CHAPS), 20 mM DTT and 1% (w/v) Bio-Lyte (3/10) ampholyte (BioRad Laboratories, Hercules, CA, USA) as standardized before. Bradford’s method was used for the measurement of protein concentration. 800 μg of protein was passively re-hydrated in immobilized pH gradient strip (11 cm; pH4–7; BioRad) for 12 h. IEF was performed as follows: 250 V for 30 min, 8000 V for 2 h, 8000 V for 26000 V-h, 750 V for 1 h on BioRad PROTEAN IEF Cell system (BioRad). Focused strips were further equilibrated in equilibration buffers I & II (BioRad) for 15 min each. Second dimension gels were run by using 12% SDS polyacrylamide gels and stained with colloidal Coomasie Brilliant Blue (CBB) G-250.

### Image analysis

The gel images were taken and analyzed by using a Versa doc image system (BioRad) and PD Quest software version 8.0.1 (BioRad) respectively. Spot detection was performed by matching the gels automatically and manual verification. Densities of spots were normalized against whole gel densities. The spots detected in at least two replicate gels were selected for annotation. Significant protein fold changes between the samples were statistically evaluated using the *t*-test function implemented in the software.

### In-gel digestion and mass spectrometric analysis

Differentially accumulated spots were excised manually from 2D gels and digested with trypsin (in-gel trypsin digestion kit, Pierce) following the manufacturer’s protocol. The desaltation and analysis of the samples were performed by using Zip-Tip μ-C18 (Millipore) and 4800 MALDI TOF/TOF analyzer (Applied Biosystems) respectively. The 0.5 μl dissolved sample in a solvent consisting of 0.1% trifluoroacetate and 50% acetonitrile (ACN) in MilliQ was mixed with 0.5 μl of matrix solution (1 mg/ml α-cyano-4-hydroxycinnamic acid dissolved in the aforementioned solvent), applied to a 384-MALDI sample target plate, and dried in air. After that peptides were evaporated with a ND:YAG laser at 355 nm. The acceleration of peptides was conducted with 25 kV injection pulse for time of flight analysis. Each spectrum was the cumulative average of 1000 laser shots. The MS/MS spectrum was collected in MS/MS 1 kV positive reflectron mode with fragments generated by post source decay (PSD). The mass tolerance of MS/MS was set to ±20 ppm. Following processing, 10 MS/MS precursors were selected (Minimum signal to noise ratio-50). The instrument was calibrated with the Applied Biosystems 4700 Proteomics Analyzer Calibration Mixture before each analysis. Data interpretation and automated database search were executed by using GPS Explorer Software (Applied Biosystems) and MASCOT program (Matrix Science Ltd) respectively. The interaction between identified differentially accumulated proteins in response combined stress were identified by STRING 10 software.

### Estimation of GSH

Extraction of GSH from leaves of Col-0 (control) and stress treated Col-0, *aba*1.6, *ein*2, ABA and ethephon fed Col-0 as well quantified by using Tsakraklides *et al.* method^59^. The experiments were conducted in three biological replicates.

### Feeding of GSH, ABA and ethephon and semi-quantitative RT-PCR

Both control and stress treated Col-0 and mutants were fed with GSH according to Sinha *et al.*^31^. Col-0 seedlings were also fed with 50 μM of ABA and ethephon for different time periods and after checking the expression of ABA and ethylene marker genes, 6 hr of ABA feeding and 48 hr of ethephon feeding were found to be optimum (data not given). For semi-quantitative RT-PCR total RNAs from both stress treated Col-0 and mutants, GSH fed plus combined stress treated Col-0 and mutants, ABA and ethephon treated leaf tissue were isolated using TriZol reagent (Invitrogen). About 1 μg of total RNA of each sample was reverse-transcribed by RevertAid first strand cDNA synthesis kit (Fermentas) using oligo (dT) as primer. The PCR was carried out using the following thermal cycling profile: 95 °C for 3 min, followed by required number of cycles (95 °C for 30 sec, 58 °C for 30 sec, and 72 °C for 45 sec). The sequences of the primer pairs listed in Supplementary Table S10. PCR products and their sizes were examined by using 1% agarose gel electrophoresis. *Actin* gene was amplified as an endogenous loading control for testing the validity of template preparation. Semi-quantitative RT-PCR products were quantified according to the relative abundance of the band by Quantity One software (BioRad).

### Immunoblotting and GST activity assay

Total protein was isolated from Col-0, ABA, ethephon and combined stress treated Col-0 and mutants according to the above mentioned method. The protein bands of γ-ECS and GST were identified by using a rabbit polyclonal anti γ-ECS and GST antibody as the primary antibodies and horseradish conjugated anti-rabbit IgG was used as secondary antibody (Agrisera). By using Pico chemiluminescent substrate (Pierce) immunoreactive proteins were visualized.

GST activity was measured both from Col-0 and mutants (viz. *ein*2, *aba*1.6) after ABA, ethephon, GSH treatment, and combined stress using the total protein through spectrophotometric assay with 1-chloro-2, 4-dinitrobenzene (CDNB) as a substrate^60^.

### Statistical analysis

All the experiments were conducted at least three biological replicates and the data presented as the mean ± standard error (SE) to compare the GSH content and relative gene expression profiles of Col-0, *ein*2 and *aba*1. 6 under control and stress conditions. One-way analysis of variance (ANOVA) followed by Student-Newman-Keuls multiple comparison test were used for statistical analysis (GraphPad InStat software, ver. 3.1). *P* < 0.05 or 0.01 or 0.001 was considered to be statistically significant.

## Additional Information

**How to cite this article**: Kumar, D. *et al.* Transcriptome analysis of *Arabidopsis* mutants suggests a crosstalk between ABA, ethylene and GSH against combined cold and osmotic stress. *Sci. Rep.* **6**, 36867; doi: 10.1038/srep36867 (2016).

**Publisher’s note:** Springer Nature remains neutral with regard to jurisdictional claims in published maps and institutional affiliations.

## Supplementary Material

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Figures and Tables

**Figure 1:**
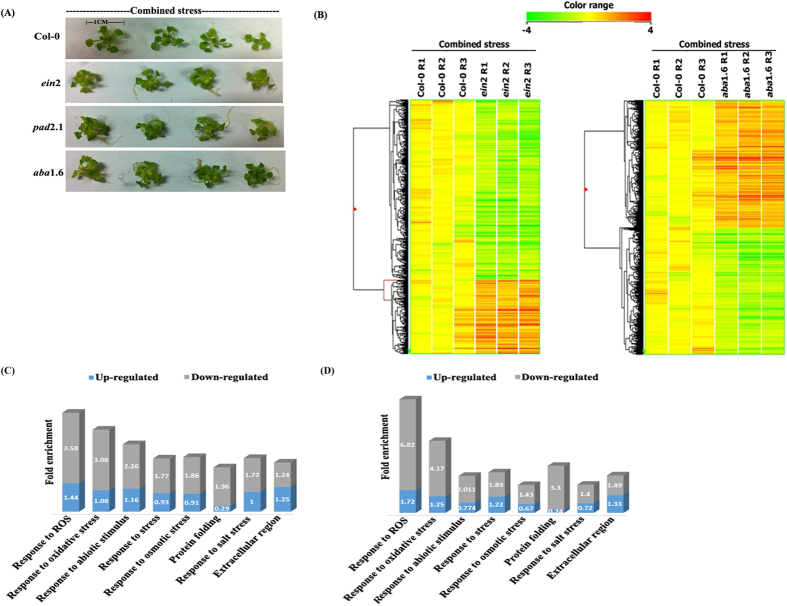
Morphological change of leaves and hierarchical cluster tree with heat map for differentially expressed genes in Col-0, *ein*2 and *aba*1.6 in response to combined stress with Significant enrichment analysis. (**A**) Effect of 6 hr combined stress treatment on the morphology of leaves (**B**) Classification of tree is based on gene expression. Up- (log2 fold change >= 0.60) and down-regulated (log_2_ fold change <= −0.50) genes are shown by red and green colour respectively. By using DAVID^18^, significant enrichment analysis of functional annotated categories for differentially expressed genes in combined stress treated (**C**) *aba*1.6 and (**D**) *ein*2 has been shown.

**Figure 2:**
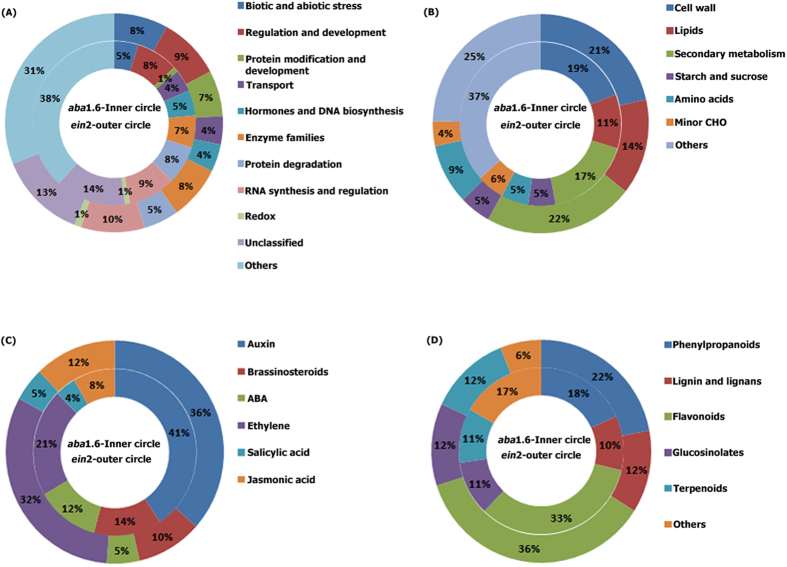
Categorization of differentially expressed genes in different functional groups. By using MAPMAN differentially expressed genes of combined stress treated *ein*2 and *aba*1.6 were categorised in (**A**) Biological function (**B**) cellular metabolic process (**C**) hormones and (**D**) secondary metabolites groups^58^.

**Figure 3:**
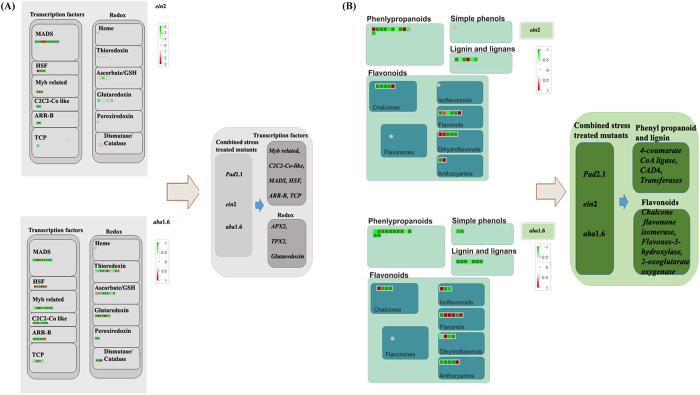
MAPMAN analysis of differentially expressed (**A**) transcription factors and redox related genes (**B**) secondary metabolites biosynthesis and metabolism related genes in combined stress treated *ein*2 and *aba*1.6^58^ (left panel). Common down-regulated genes related to the above mentioned group in combined stress treated *ein*2, *aba*1.6, and *pad*2.1^17^ (right panel).

**Figure 4:**
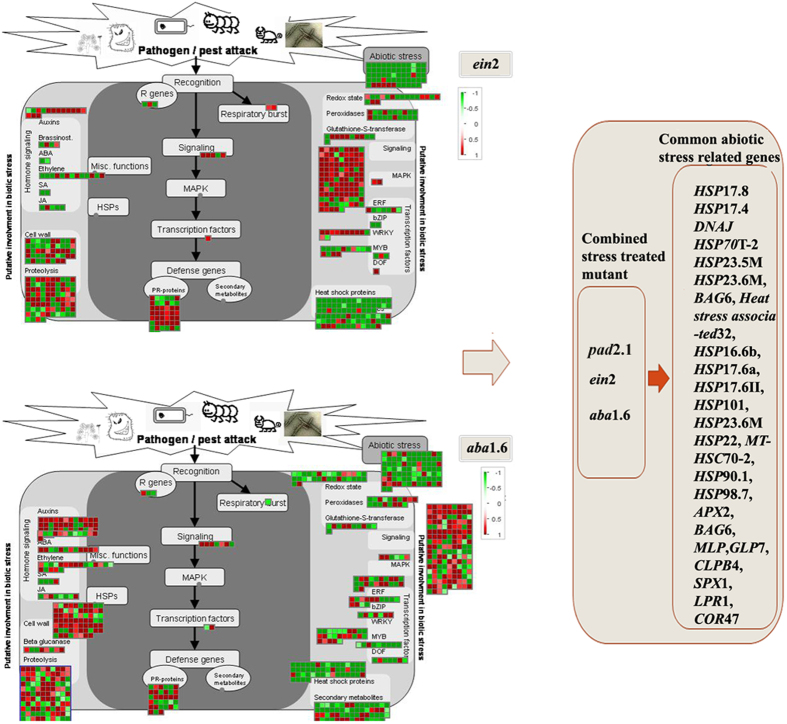
Analysis of differentially expressed stress related genes in combined stress treated *ein*2 and *aba* 1.6 by using MAPMAN^58^ (left panel). Common down-regulated stress related genes in combined stress treated *ein*2, *aba*1.6 and *pad*2.1^17^ (right panel).

**Figure 5:**
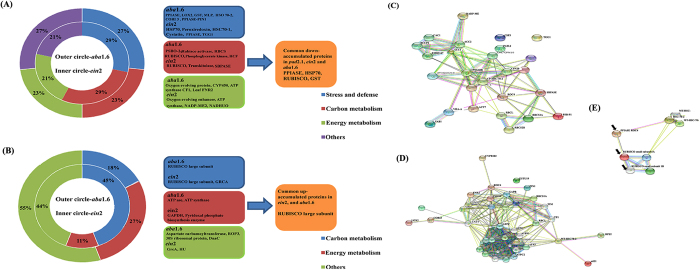
Functional categorization of differentially accumulated proteins and their possible interaction analysis. (**A**) Down-accumulated and (**B**) up-accumulated proteins in combined stress treated *ein*2 and *aba*1.6 (left panel). Common down – and up-accumulated proteins in *ein*2, *aba*1.6 and *pad*2.1^17^. STRING software protein interaction analysis of down-accumulated proteins in combined stress treated (**C**) *ein*2 and (**D**) *aba*1.6^19^. Panel E showed the interaction between common down-accumulated proteins in combined stress treated *ein*2, *aba*1.6 and *pad*2.1^17^.

**Figure 6:**
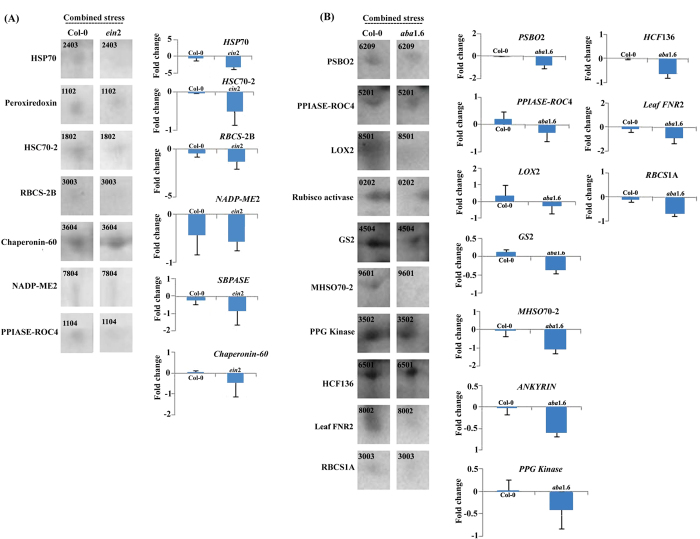
Validation of some differentially expressed genes by using comparative proteomics. (**A**) Combined stress treated Col-0 vs *ein*2 (**B**) Combined stress treated Col-0 vs *aba*1.6. Data are presented as mean ± SE (N = 3). Protein spots were cropped from Supplementary Figure S1 and the second dimension gels were run by using 12% SDS polyacrylamide gels under similar experimental condition at 22 °C. Relative gene expression level between combined stress treated Col-0 vs *ein*2 and combined stress Col-0 vs *aba*1.6 were calculated by Log_2_ fold change. Data are presented as mean ± SE (N = 3).

**Figure 7:**
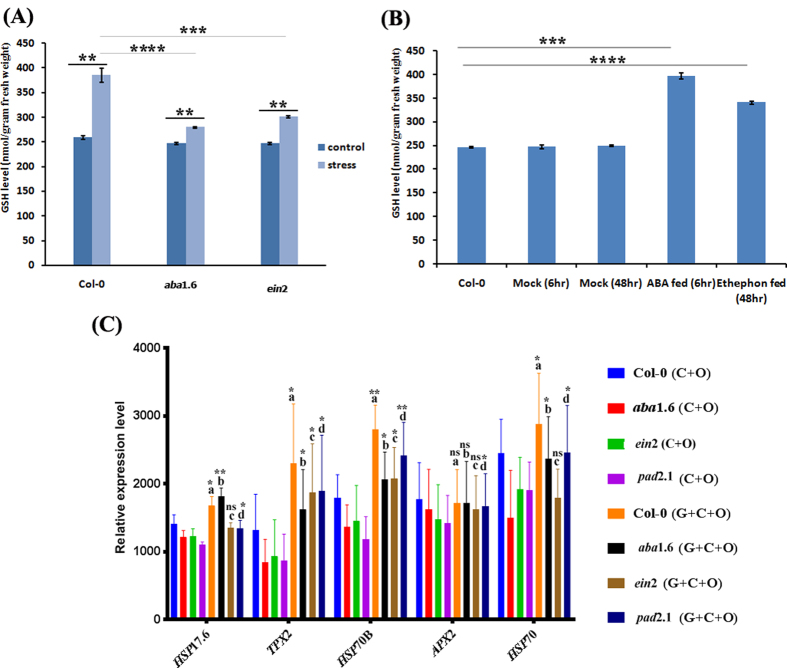
Combined stress treatment and GSH feeding effect. Combined stress treatment effect on (**A**) reduced GSH content in Col-0, *ein*2 and *aba*1.6. (**B**) Effect of ABA and ethephon treatment on reduced GSH accumulation in Col-0. (**C**) Combined stress and GSH feeding effect on the expression of selected genes from microarray experiment in *ein*2, *aba*1.6 and *pad*2.1 by using semi-quantitative RT-PCR. C + O = Cold + osmotic stress, C + O + G = Cold + osmotic stress + GSH. Data are presented as mean ± SE (N = 3). Significant difference between Col-0 (C + O) vs Col-0 (C + O + G), *aba*1.6 (C + O) vs *aba*1.6 (C + O + G), *ein*2 (C + O) vs *ein*2 (C + O + G) and *pad*2.1 (C + O) vs *pad*2.1 (C + O + G) are depicted by a, b, c and d respectively. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

**Figure 8:**
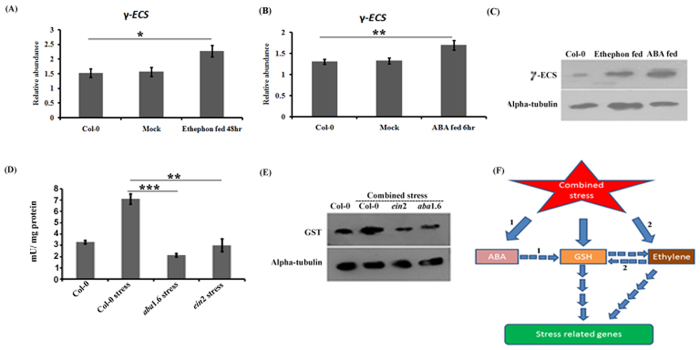
Effect of ABA and ethephon feeding in Col-0 on the expression of *γ-ECS* and accumulation of GSH with the investigation of GST accumulation and activity in combined stress treated Col-0 and mutants. Effect of (**A**) ethephon and (**B**) ABA feeding on the *γ-ECS* transcripts. (**C**) Effect of ABA and ethephon feeding in Col-0 on γ-ECS protein accumulation. (**D**) GST activities of per mg protein isolated from Col-0, combined stress treated Col-0, *ein*2 and *aba*1.6. This result has been taken from Supplementary Figure S4 (**E**) GST protein expression in Col-0, combined stress treated Col-0, *ein*2 and *aba*1.6. Protein bands were cropped from Supplementary Figure S3. Data are presented as mean mean ± SE (N = 3). Significant difference in γ-*ECS* expression and GST activity between Col-0 vs ethaphon and ABA treated Col-0, combined stress treated Col-0 vs combined stress treated mutants depicted by *p < 0.05, **p < 0.01, ***p < 0.001. (**F**) Proposed model for the role of ethylene and ABA in regulating stress related genes in response to combined stress. (1) Combined stress activates ABA biosynthesis which is supposed to induce the expression of various stress related genes via inducing GSH synthesis^13^. (2) In response to combined stress, ethylene induces various stress related genes by cross talking with GSH biosynthetic pathway^15^.

# Supplementary material for: Transcriptome analysis of Arabidopsis mutants suggests a crosstalk between ABA, ethylene and GSH against combined cold and osmotic stress
**Source:** Sci Rep. 2016 Nov 15;6:36867. doi: 10.1038/srep36867
**Supplement:** Supplementary Information

# Transcriptome analysis of *Arabidopsis* mutants suggests a crosstalk between ABA, ethylene and GSH against combined cold and osmotic stress

Deepak Kumar, Saptarshi Hazra, Riddhi Datta and Sharmila Chattopadhyay\*

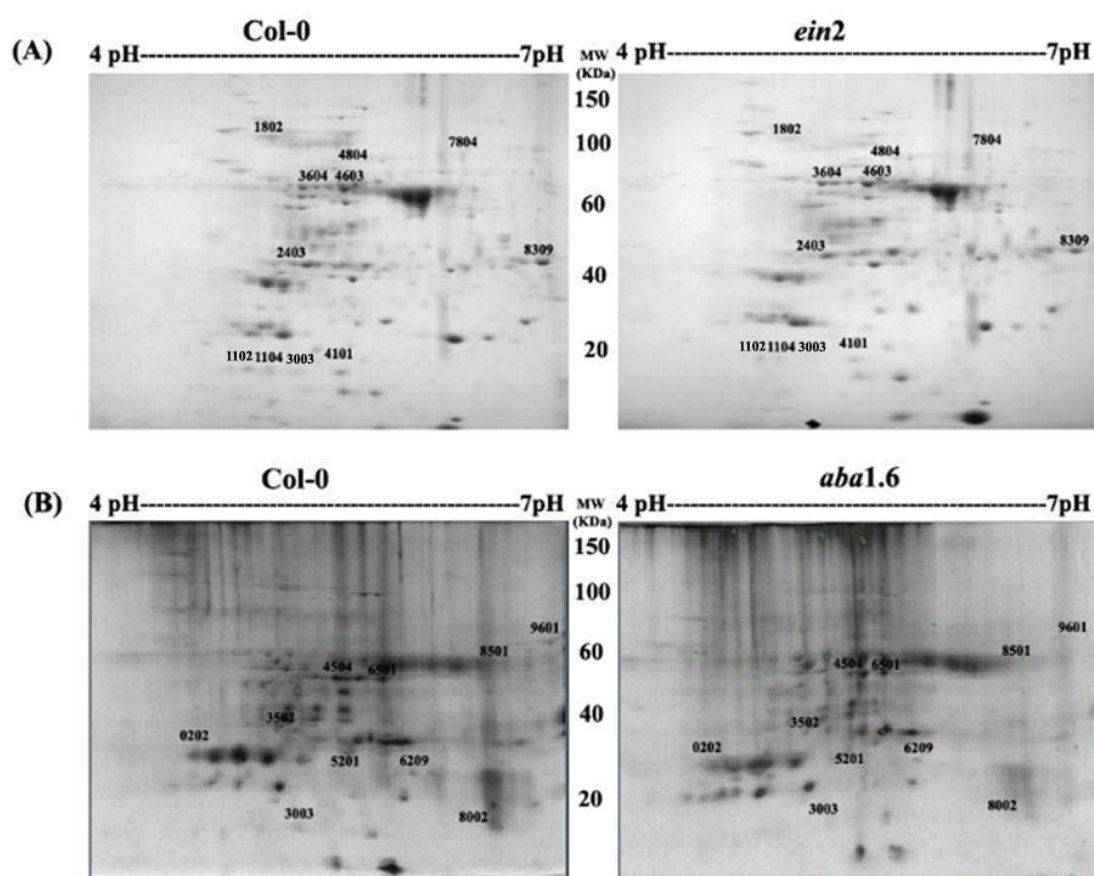

Supplementary Figure S1. 2D-PAGE gel picture with differentially accumulated protein spots in stress treated (A) *ein2* and (B) *aba1.6*. All the second dimension gels were run by using 12% SDS polyacrylamide gels under similar control climate condition at 22<sup>0</sup>C.

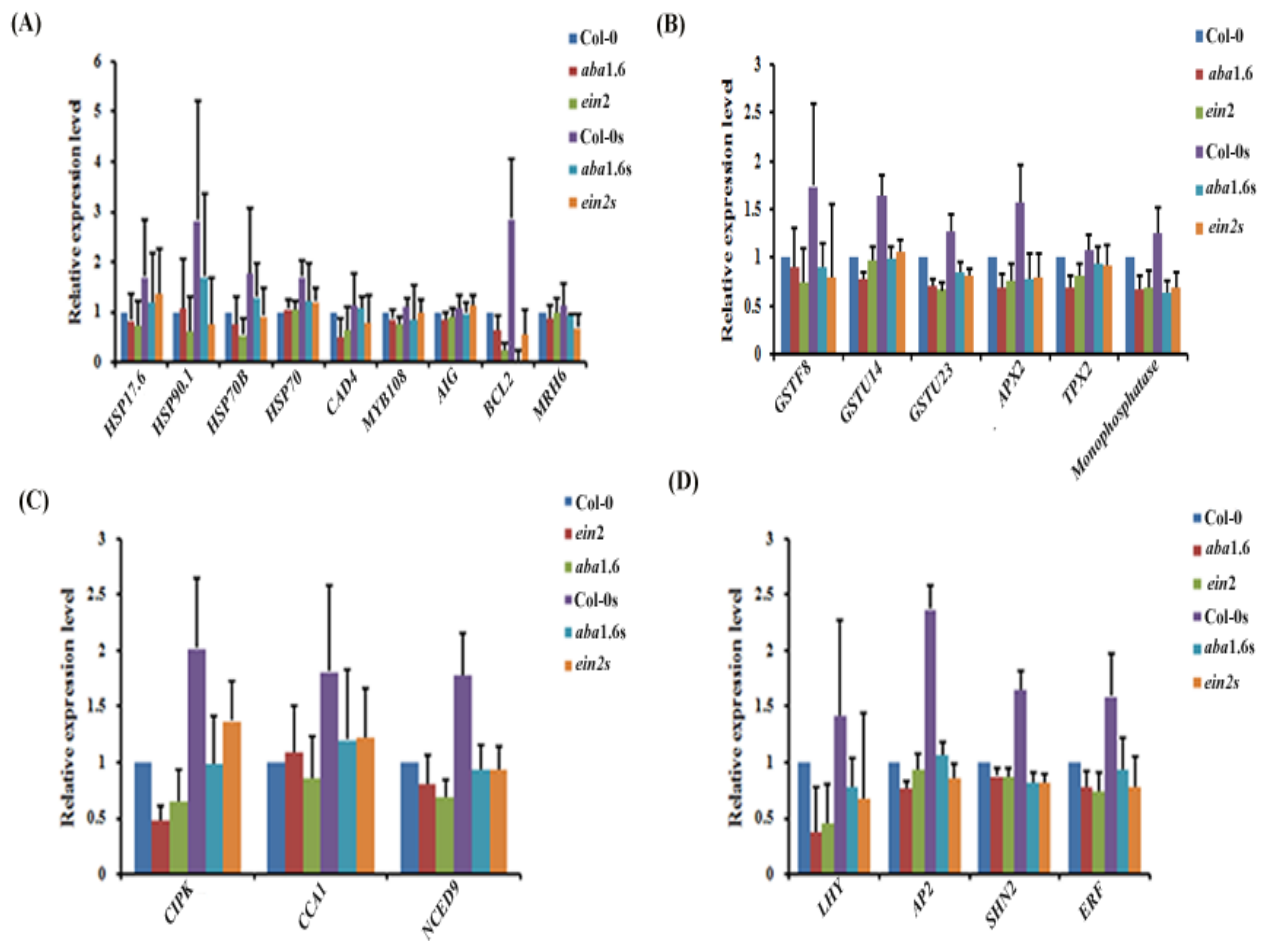

### Supplementary Figure S2. Validation of differentially expressed genes in microarray

experiment by using quantitative RT-PCR. (A) stress and defence related genes (B) GSH and redox related genes (C) ABA biosynthesis and responsive genes (D) ethylene responsive genes. Data are presented as mean $\pm$ SE (N=3). Col-0s=Col-0+combined stress, *ein2s*=*ein2*+combined stress and *aba1.6s*=*aba1.6*+stress.

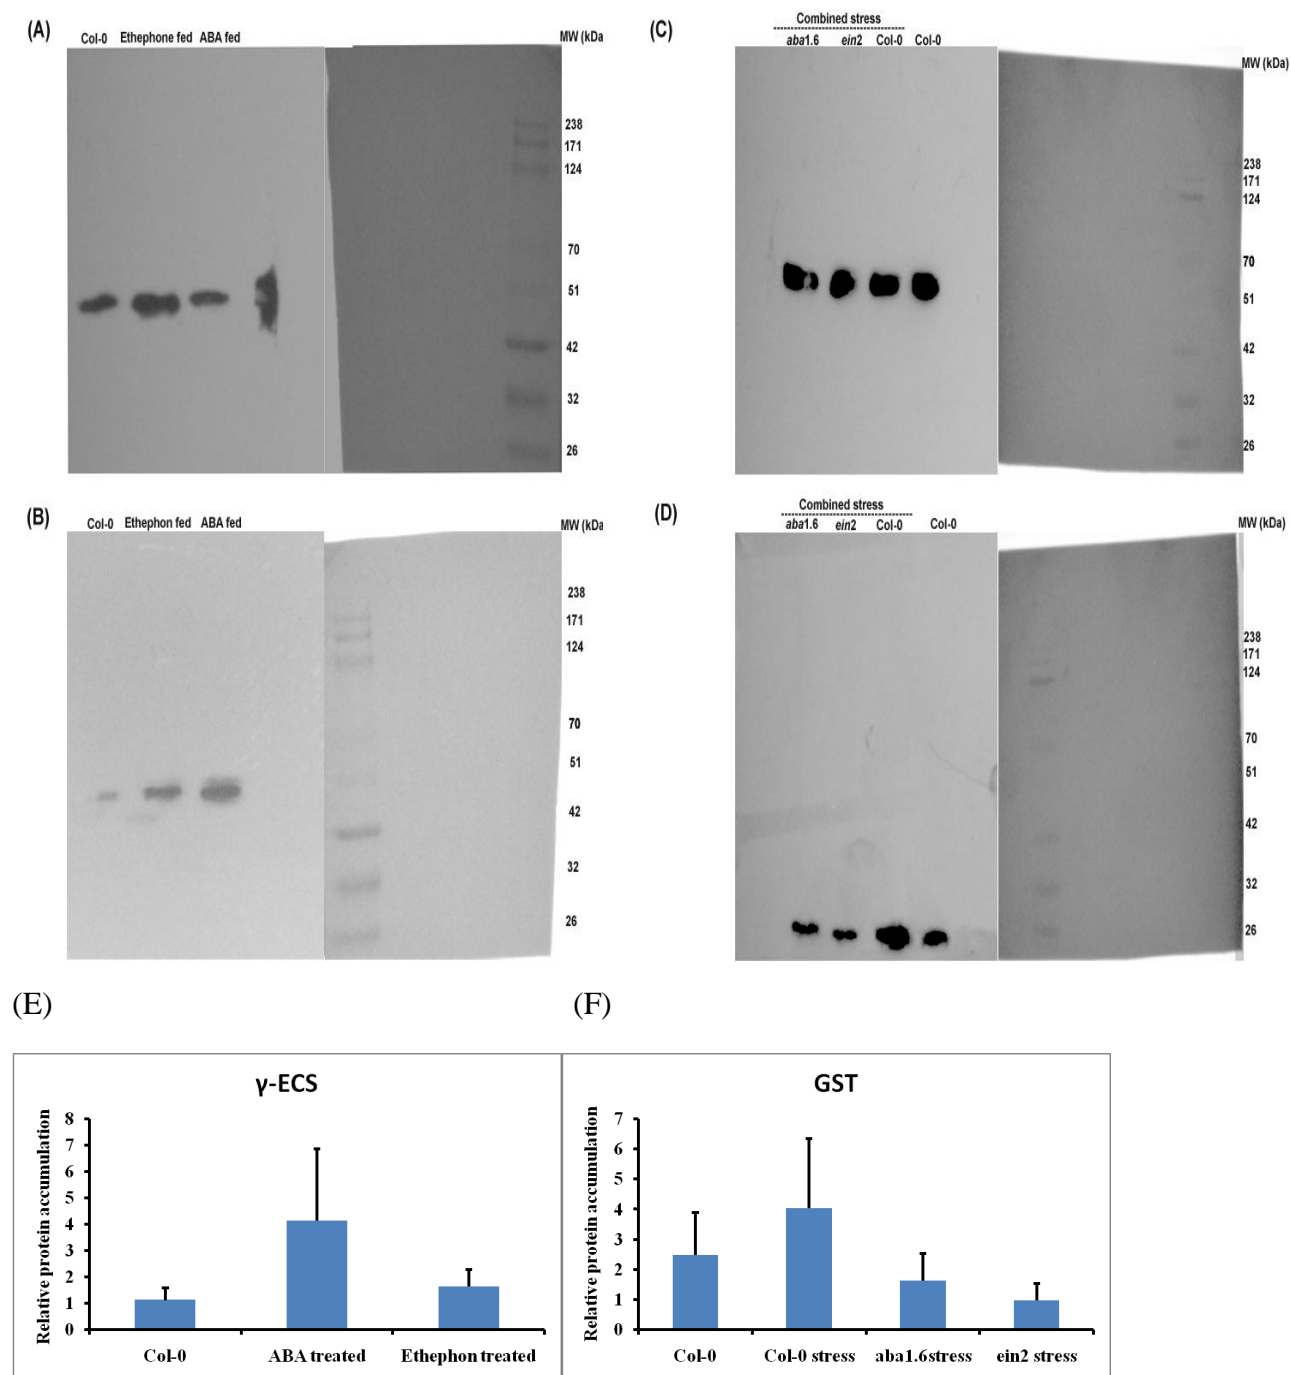

**Supplementary Figure S3. Representative Immunoblot for (A)  $\alpha$ -tubulin protein expression in Col-0, ethephon and ABA fed Col-0 (C) Col-0, combined stress treated Col-0, *aba1.6* and *ein2* (B) and (E)  $\gamma$ -ECS protein expression in Col-0, ethephon and ABA fed Col-0 (D) and (F)**

GST protein expression in Col-0, combined stress treated Col-0, *aba1.6* and *ein2*. Data are presented as mean $\pm$ SE (N=3).

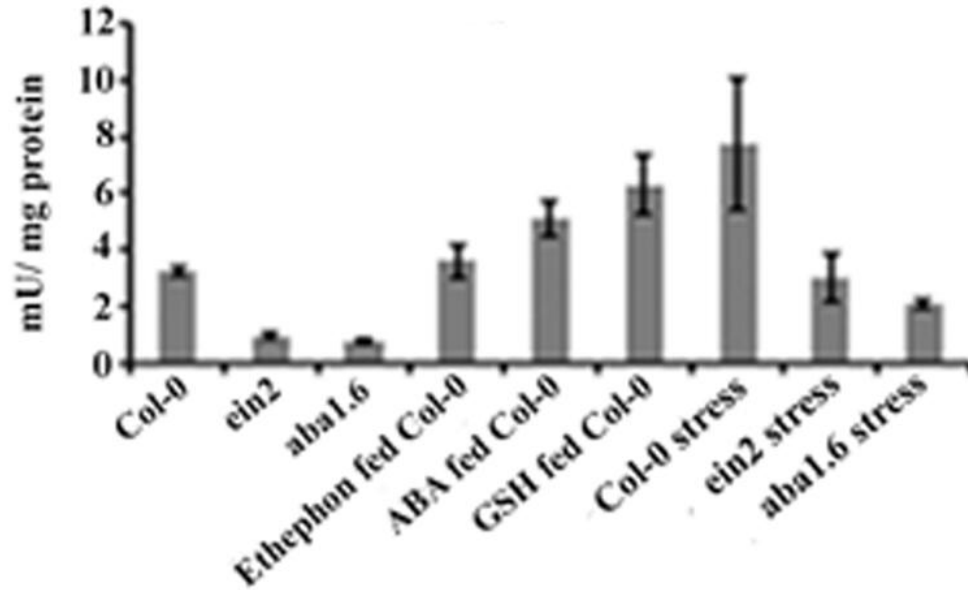

**Supplementary Figure S4.** GST activities of per mg protein isolated from Col-0, *ein2*, *aba1.6*, ethephon, ABA and GSH fed Col-0, combined stress treated Col-0, *ein2* and *aba1.6*. Data are presented as mean $\pm$ SE (N=3).

**Supplementary Table S1. Differentially expressed genes in *ein 2* in response to combined stress. Up-regulated genes in *ein 2***

#### Down-regulated genes in *ein 2*

**Supplementary Table S2. Differentially expressed genes in *aba* 1.6 against combined stress.**  
**Up-regulated genes in *aba* 1.6**

#### Down-regulated genes in *aba* 1.6

**Supplementary Table S3. Genes commonly found down-regulated in all the three mutants in response to combined stress treatment .**

**Supplementary Table S4. Differentially expressed genes grouped in different functional and pathways categories in *ein2* .**

**Up-regulated genes grouped in different cellular functions categories**

#### Pathways up-regulated in *ein 2*

**Supplementary Table S5. Differentially expressed genes grouped in different functional categories.**

**Down-regulated genes of *ein 2* grouped in different cellular function categories (DAVID analysis)**

Down-regulated genes of *ein 2* grouped into different metabolic pathways (KEGG and DAVID analysis).

**Supplementary Table S6. Differentially expressed genes grouped in different functional and pathways categories.**

**Up-regulated genes of *aba* 1.6 grouped in different cellular functions categories (DAVID analysis)**

#### Pathways up-regulated in *aba* 1.6 (KEGG and DAVID analysis)

**Supplementary Table S7. Differentially expressed genes grouped in different functional and pathways categories. Down-regulated genes of *aba* 1.6 grouped in different cellular functions categories (DAVID analysis)**

**Supplementary Table S8. MALDI TOF-TOF MSMS based identification of differentially accumulated proteins in combined stress treated *ein2*.**

Identified differentially accumulated proteins in combined stress treated Col-0 and ein2 plants. <sup>a</sup>Assigned sample protein. <sup>b</sup>Th Mr/pI, theoretical mass of protein in kDa and pI; Exp Mr/pI, experimental mass of protein in kDa and pI. <sup>c</sup>Average spot intensity fold change. <sup>d</sup>NCBI accession number of identified protein spots. <sup>e</sup>Statistical probability of true positive identification of predicted proteins calculated by MASCOT (<http://www.matrixscience.com>).

**Supplementary Table S9. MALDI TOF-TOF MSMS based identification of differentially accumulated proteins in combined stress treated *aba1.6*.**

Identified differentially accumulated proteins in combined stress treated Col-0 and *aba1.6* plants.

<sup>a</sup>Assigned sample protein. <sup>b</sup>Th Mr/pI, theoretical mass of protein in kDa and pI; Exp Mr/pI, experimental mass of protein in kDa and pI. <sup>c</sup>Average spot intensity fold change. <sup>d</sup>NCBI accession number of identified protein spots. <sup>e</sup>Statistical probability of true positive identification of predicted proteins calculated by MASCOT (<http://www.matrixscience.com>).

**Supplementary Table S10. List of primers used in quantitative and semi-quantitative RT-PCR.**

How the deposited data were processed for this re-analysis (not part of the article)

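Leaves of stressed Col-0, *ein2* and *aba1.6* plants were measured on 9 one-colour Agilent arrays, 3 replicates per genotype. The authors made the intensity values with Agilent Feature Extraction, which subtracted the background and removed the spatial trend within each array, and deposited them without normalization between arrays. The log2 values of the deposited matrix were made by the authors in GeneSpring GX with the 75th percentile shift, one value per probe and array. No control sample had been subtracted from the matrix. Arrays were assigned to genotypes and replicates by the deposited sample titles, and 0 columns were left without a sample.

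Of the spots, 1319 control spots and all spots marked as outliers were left out. The spots of each of 46193 probes were averaged. The processed intensity was taken to log2, and the array's 75th percentile over the probes was subtracted. Probes well above background on at least 3 of 9 arrays were kept. A single gene identifier was carried by 39496 probes, several by 900 and none by 5797, and 38860 probes were matched to a symbol of the TAIR10.1 reference. Gene sets used the probe with the highest mean level of each of 23269 genes, and 16 genes with a missing value were left out of the set tests.

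Differences were tested with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for the tables, by lmFit and eBayes over all 9 arrays (6 residual and 2.27 prior degrees of freedom), two-sided, with Benjamini-Hochberg adjustment at 0.05. The fold thresholds were the paper's, 0.6 and -0.5. Sets were tested with camera at a preset correlation of 0.01 and with fry. There were 19 families collected by words in the gene descriptions, of which heat shock proteins were tested alone and the other 18 in both mutants with adjustment over 36 tests. These are families that the paper names from the same arrays. The comparison between the mutants was adjusted over 20 sets. Named genes, 65 in all, were the genes the paper names as changed on the arrays or in Fig. 6 that could be paired with an identifier, and EIN2 and ABA1. HSP17.8, HSP23.5, HSP26.5 and ERF were among the names that could not be paired. The probes with the largest changes were to be added among those past the adjusted threshold, and there were none. A gene with several probes is given by the brightest. For a gene not well above background on any array of a mutant the fold change is given as a lower bound. For it, the lowest signal among probes well above background on each array stands in for a dimmer one. Where no array was dimmer than this signal, the value equals the fitted fold change and is not a bound.

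The number of arrays limits the precision, since the median standard error of a log2 fold change was 0.41 and 3 arrays against 3 allow no exact permutation p under 0.1. The arrays had between 75.0% and 80.4% of spots well above background. The tests were tested on simulated data with 0 or 200 changed probes among 37054.

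The tests, the families and the following alternatives were chosen before the data were examined: normexp background correction with an offset of 50, quantile normalization, no filter on dim probes, only probes well above background on all 9 arrays, slide as a block, replicate number as a block, only the 2 groups compared, eBayes with trend and robust, the unpaired test that the paper's results name, with the fold thresholds or with Benjamini-Hochberg adjustment, the Col-0 median as the reference, the deposited matrix, the median over a gene's probes, and leaving out each array. A call rule derived from Supplementary Tables S1 and S2 was added after the data had been seen. MAPMAN bins and gene ontology groups were not used here because Supplementary Tables S4 to S7 give the number of genes per term and not the genes, the bins' members are not listed there, and the Supplementary Datasets, which annotate probes with terms, were available only in part. The qRT-PCR, protein and glutathione measurements were not analysed here.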

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

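The comparison within each slide was chosen after the difference between the mutants had been seen.

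The paper does not compare the 2 mutants directly for disease resistance genes. Among 99 NBS-LRR disease resistance genes, 85 were lower in *aba1.6* than in *ein2*, with a median log2 difference of -0.42. The camera adjusted p was 6.6e-11, and it did not hold under fry, with an adjusted p of 0.940. The difference was -0.46 after quantile normalization and -0.32 after normexp background correction. Of 10000 random lists matched by expression, 0% had a median as low, so signal near background does not account for it. It differed between the slides, with a median of 0.076 within slide 1 and -0.70 within slide 2. Adding slide to the model leaves the value as it is, because both mutants have the same number of arrays on each slide. With 1 of the 6 arrays left out it ranged from -0.72 to -0.16, the latter without *ein2* replicate 2. Of the 10 splits of the 6 arrays, 3 gave a median difference as large, the labelled one included, so chance cannot be excluded. On single arrays the median deviation from each gene's mean was 0.17, 0.67 and -0.21 in *ein2* and 0.35, -0.45 and -0.51 in *aba1.6*, and in Col-0 it was -0.18, -0.23 and 0.42. A difference between single arrays on slide 2 may therefore account for it, and these arrays cannot tell this from a difference between the mutants.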

How the results depend on the processing

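The call rule derived from Supplementary Tables S1 and S2, given last, was chosen after the data had been seen, and all other settings were fixed beforehand.

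The number of probes past the adjusted p threshold was 0 by limma in all 3 comparisons under every setting, with each array left out in turn included. The unadjusted counts at p under 0.05 ranged from 698 without Col-0 replicate 1 to 2509 without Col-0 replicate 3 in *ein2*, and from 766 without *aba1.6* replicate 2 to 4297 without *aba1.6* replicate 1 in *aba1.6*. Over the settings the lowest adjusted p was 0.0877 to 1.00 in *ein2* and 0.0672 to 1.00 in *aba1.6*. The paper's unpaired test at an unadjusted p of 0.05 with the fold thresholds gave 573 probes in *ein2*, 1563 in *aba1.6* and 574 between the mutants, of which 173 were lower in both mutants, and 30 calls among the named genes. After Benjamini-Hochberg adjustment it gave 0 in *ein2* and 0 in *aba1.6*.

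The number past the fold thresholds moved more. Normexp correction gave 4307 in *ein2* and 6474 in *aba1.6*, against 8428 and 10826. Leaving out arrays gave 8016 without Col-0 replicate 1 to 12894 without *ein2* replicate 1 in *ein2*, and 9410 without *aba1.6* replicate 2 to 16114 without *aba1.6* replicate 1 in *aba1.6*. The share of lower probes among them was 63.9% in *ein2* and 59.5% in *aba1.6*, 71.6% and 70.8% without the filter on dim probes, and 53.2% and 51.9% without Col-0 replicate 3. With the replicate block, replicate number added to the model, the counts were 8426 and 10826. Replicate numbers do not pair the arrays, since the deviations of arrays with one number correlated across probes with r between -0.44 and 0.48.

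Among the other gene families, 1 of the 36 tests was past the adjusted p threshold. Without the filter on dim probes 5 were, with only the 2 groups compared 3, without *ein2* replicate 2 there were 0 and without Col-0 replicate 2 there were 9. Without the filter the defensin like family turned from 0.07 to -0.42 in *ein2* and from 0.08 to -0.53 in *aba1.6*. The NBS-LRR family in *ein2* lost its call without *ein2* replicate 2, where its median was 0.05. The medians of the Table S3 genes ranged from -1.91 to -0.97 in *ein2* and from -1.96 to -1.05 in *aba1.6*, and those of heat shock proteins kept their direction as well.

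The rule, applied to the deposited matrix, was that every mutant array lie 0.4 past the Col-0 median and the mean past the fold thresholds. A probe called up also had to be well above background on all 3 mutant arrays, and one called down on all 3 Col-0 arrays. This gave 2384 probes in *ein2* and 4133 in *aba1.6*.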

Differences from the paper's values

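The rule derived from Supplementary Tables S1 and S2 was chosen after the values had been seen, and the other alternatives were set before the data were examined.

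The paper gives 2313 regulated genes in *ein2*, 1156 up and 1157 down, where 8428 probes were past the same fold thresholds, 3044 up and 5384 down. For *aba1.6* the paper gives 4131 genes, 2072 up and 2059 down, where 10826 probes were past them, 4385 up and 6441 down. With normexp correction the numbers up were 1330 and 2313, within 1.5 times the paper's, while the numbers down and in all were not. None of these counts was within 1.5 times the paper's under quantile normalization, without the filter on dim probes, with probes well above background on all 9 arrays, with slide or replicate number as a block, with the deposited matrix, with the Col-0 median as the reference, with each array left out, or with the paper's unpaired test. The rule that every mutant array lie 0.4 past the Col-0 median, with the conditions on fold and background given above, was chosen after the values had been seen. It gave 2384 probes in *ein2*, 1194 up and 1190 down, and 4133 in *aba1.6*, 2113 up and 2020 down, all within 1.5 times the paper's. Of the probes it picked, 1152 up and 1145 down in *ein2* and 2071 up and 2020 down in *aba1.6* are in the paper's tables.

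For TPX2 in *ein2* the supplement gives a log2 fold change of -0.48, and the value here was 0.18. With the Col-0 median as the reference it was -0.48, without Col-0 replicate 3 it was -1.01 and without *ein2* replicate 3 it was -1.30, and these had the supplement's sign and lay within the larger SD of the replicates, 2.80, of its value. Under normexp correction, quantile normalization, no filter on dim probes, probes well above background on all 9 arrays, slide or replicate number as a block, the deposited matrix, and with any other array left out, it was positive.

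Some values here had another direction than the paper states. For families the paper sorted its differentially expressed genes, whereas the medians here cover whole families collected by words, so single members can differ from them. Of the NBS-LRR genes in *ein2*, 8 were past the lower and 15 past the upper fold threshold. For ARR-B genes in *aba1.6* these numbers were 3 and 6, and for glucosinolate genes in *aba1.6* 13 and 5. LPR1 was higher by 0.23 in *ein2*, except without *ein2* replicate 3, and by 0.17 in *aba1.6*. ARR-B genes had positive medians of 0.13 in *ein2* and 0.50 in *aba1.6*, though the former was -0.03 without the filter on dim probes and -0.13 without *ein2* replicate 3. AIG1, taken here as the AIG that the paper gives as lower by qRT-PCR, was higher by 2.49 and 2.05 on the arrays. Supplementary Table S2 lists it as up. NBS-LRR genes had a median of 0.21 in *ein2*. Glucosinolate genes, which the paper gives as up in *aba1.6*, had a median of -0.23 there. The sign of that median changed without Col-0 replicate 3. GSTF11 changed by -0.26 in *aba1.6*, though by 0.41 against the Col-0 median, the reference of the paper's tables, and by 0.43 without Col-0 replicate 3.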

Other observations

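The tests of slide and of mislabelling on the similarity of the arrays, and those on the call rule and on the selection of Table S3, were chosen after the results had been seen.

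The arrays did not group by genotype. For 4 of the 9 arrays the nearest array was of the same genotype, and this number was 4 over the probes well above background on all 9 arrays, so signal near background does not account for it. It was also 4 after quantile normalization, which does not test the 75th percentile shift as the scaling, since a constant taken from an array leaves its correlations as they are. Pairs on one slide correlated more than pairs across slides (exact permutation test, one-sided, p = 0.0397), and slide may contribute. After slide was taken out, however, 2 arrays were nearest to their own genotype, or 5 with genotype kept in the model, and slide on the first principal component had an exact permutation p = 0.0635, so it was not shown that slide is why the arrays did not group by genotype. A mislabelled sample cannot be told from these arrays, since 5 of the 9 had a higher mean correlation with another genotype than with their own. A spot differed between *aba1.6* replicates 2 and 3 by a median of 0.159 on the log2 scale, against 0.469 in the other pairs of arrays and 0.0518 to 0.088 between the spots of a probe on one array. Whether these are separate biological replicates cannot be told from the arrays, and if they are not, the spread of *aba1.6* is underestimated. Within genotypes 4 morning genes of the circadian clock had a median SD of 1.33, against 0.45 in matched lists, of which 0.12% were as large, and 5 evening genes had 0.58 against 0.40, with 17.5% as large. A difference in time of day at harvest is a candidate explanation. Morning and evening genes correlated over the 9 arrays with Pearson r = -0.497 (permutation p = 0.18) and Spearman rho -0.35 (permutation p = 0.359), and r was -0.27 without the 2 arrays farthest from the median, so the relation was not shown.

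Other splits of the 6 arrays of each comparison were tried, 10 in each, so that a share under 0.1 is not possible and chance cannot be excluded for any result. As many probes past the adjusted p threshold, which is 0 by limma (1082 at an unadjusted p under 0.05 in *ein2*, 1875 in *aba1.6* and 842 between the mutants, and 0 by the paper's unpaired test after adjustment), were given by 10, 10 and 10 splits, which any split gives when the number is 0, so this tests nothing. The fold thresholds were passed by as many probes in 10 of 10 splits in *ein2* and in 4 of 10 in *aba1.6*. The split with Col-0 replicates 1 and 2 and *aba1.6* replicate 1, all of slide 1, on one side gave 14348 past the fold thresholds and 12 past the adjusted p threshold by limma, and the same split with *ein2* replicate 1 gave 12983 and 0. In *ein2* a split that does not follow the slides, with Col-0 replicates 1 and 2 and *ein2* replicate 3 on one side, gave 13566 and 4, so large counts in other splits do not single out slide. With slide as a block the labelled comparisons gave 7698 and 9466. For the median of the Table S3 genes 1 split in *ein2* and 1 in *aba1.6* was as large, the labelled one, and for heat shock proteins 1 in *ein2* and 2 in *aba1.6*. For the other gene families 10 splits in *ein2* had as many families past the threshold, and 10 in *aba1.6*, where the number is 0 and this again tests nothing. The same holds for the 0 probes lower in both mutants at the adjusted threshold, which were as many in 100 of 100 random assignments of the 9 arrays.

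The rule that brings the counts near those of the paper was applied to all assignments of the 6 arrays to a compared and a reference group, 20 in each comparison. As many probes passed in 17 of 20 for *ein2* and in 8 of 20 for *aba1.6*, the labelled one included. In *ein2* the counts ranged from 1735 to 6932 with a median of 2851.5, and in *aba1.6* from 602 to 9678 with a median of 3123. In both, the highest count came from the mutant's replicate 1 with Col-0 replicates 1 and 2, the arrays of slide 1.

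Table S3 was chosen in part on these arrays. Lists of genes lower in both compared groups were therefore picked by one rule in 100 random assignments of the arrays. The labelled assignment gave 462 genes, 112 of them in Table S3, with medians of -1.31 in *ein2* and -1.31 in *aba1.6*. As many genes were picked in 30 of 100 assignments, and medians as low as those of Table S3 were reached in both groups in 3 of 100. Medians as low as those of the picked list were reached in 13. The selection of the list on these arrays may account for part of its low medians.

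For the genes the paper measured by qRT-PCR, which was not analysed here, the arrays gave these values. MYB108 (AT3G06490) had a log2 fold change of -0.82 in *ein2* and -1.33 in *aba1.6*, and SHN3 (AT5G25390), which the paper names SHN2, of -1.51 and -1.001. MRH6 (AT2G03720) was not well above background on any mutant array. With the 75th percentile shift it was at least 3.99-fold lower in *ein2*. In *aba1.6* it was 2.88-fold lower, which is the fitted log2 fold change of -1.53 and not a lower bound. These values do not hold after normexp correction, where the log2 fold changes were -0.35 in *ein2* and -0.32 in *aba1.6*. NCED9 (AT1G78390) changed by -0.99 and -1.11 and Hsp70b (AT1G16030) by -1.93 and -1.50. CIPK1 was paired with AT3G17510 by the name on the array and not checked against the paper's primers. It changed by -0.38 and -0.55 (-0.06 and -0.25 with the median over its probes). CCA1 (AT2G46830) changed by -1.15 in *ein2*, or -0.50 without *ein2* replicate 1. In *aba1.6* CCA1 changed by -1.02, or -0.44 without *aba1.6* replicate 1. LHY (AT1G01060) changed by -1.22 in *ein2*, or -0.34 without *ein2* replicate 1. In *aba1.6* LHY changed by -0.32, or by 0.46 without *aba1.6* replicate 1 and by 0.29 without Col-0 replicate 1 or Col-0 replicate 3. AT1G36060 changed by -0.93 in *ein2*, or -0.08 without Col-0 replicate 1. In *aba1.6* AT1G36060 changed by -0.29, or by 0.59 without *aba1.6* replicate 1 and 0.56 without Col-0 replicate 1. The adjusted p was 1.00 in *ein2* and at least 0.901 in *aba1.6* for each.

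On simulated arrays the tests made calls at this size. Of 200 probes lowered by 2 on the log2 scale limma called 60 in the layout of *aba1.6* with 2 false calls, and of 200 lowered by 4 it called 151 with 9 false calls. The paper's unpaired test after adjustment called 1 and 45.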
